# Synthetic Oleanane Triterpenoids Reduce Tumor Growth and Promote an Anti-Tumor Immune Response Independent of Cancer *KEAP1* Mutational Status

**DOI:** 10.3390/antiox14121406

**Published:** 2025-11-26

**Authors:** Christopher J. Occhiuto, Jessica A. Moerland, Karen T. Liby, Ana S. Leal

**Keywords:** lung cancer, KEAP1, NRF2, CDDO-Me, triterpenoids, immune system, macrophages

## Abstract

KEAP1 negatively regulates the cytoprotective factor NRF2 and is commonly inactivated in lung cancer cells. Loss-of-function *KEAP1* mutations in cancer cells contribute to NRF2 activation and tumor immune evasion through immunosuppression and drug resistance. Counterintuitively, treatment with synthetic oleanane triterpenoids, potent NRF2 activators, reduces the pre-clinical tumor burden. This suggests the functional target of these drugs in cancer models is not the cancer cells but another tumor immune microenvironment (TIME) cell population. The anti-tumor potential of cells within the TIME, particularly macrophages, is potentiated by triterpenoid treatment in cancers with wild-type *KEAP1* status. As *KEAP1*-mutant cancers show reduced tumor immune responses, triterpenoid-mediated immune stimulation may particularly benefit these cases, but this has not been investigated. To characterize the immunomodulatory effects of triterpenoids in *KEAP1*-mutant lung cancer, we studied tumor-educated bone marrow-derived macrophages (TE-BMDMs) and lung cancer models treated with the triterpenoids CDDO-Me or omaveloxolone. RNA-sequencing of TE-BMDMs cultured in *KEAP1* KO compared to WT cancer-conditioned media had enhanced tumor-promoting phenotypes, which reversed with CDDO-Me treatment. Similarly, subcutaneous *KEAP1* KO tumors were larger and more immune-suppressed compared to WT tumors. Both CDDO-Me and omaveloxolone reduced the tumor burden and improved immune cell phenotypes within the TIME independent of *KEAP1* mutational status.

## 1. Introduction

Lung cancer poses a significant burden on patients’ lives and is frequently associated with poorer outcomes compared with other types of cancer. In 2025, an estimated 226,650 new cases of lung and bronchus cancers and 60,540 deaths are projected to occur. The average 5-year survival rate for all stages is below 30%, with advanced disease diagnosis at 9% [1]. While disease staging is a strong prognostic indicator, further insight can be gained from genomic mutations in driver genes that are associated with treatment resistance or those that offer survival benefits to cancer cells [2,3]. These mutations can lead to differential regulation of the tumor immune microenvironment (TIME), whose composition and cellular phenotypes are critical in shaping disease progression and response to therapies [4,5,6]. Immune-modifying cancer therapies have grown in prominence and are now part of the first-line regimen for several cancers, including lung cancer [7]. While immunotherapy has been very effective in a subset of patients, refractory patient populations remain, warranting further investigation into new treatment modalities and mechanisms of therapeutic resistance.

Kelch-like ECH-associated protein 1 (KEAP1) is mutated in 17% of lung adenocarcinomas [8] and confers resistance to platinum therapy and immunotherapies [9,10,11]. KEAP1 is the negative regulator of the cytoprotective nuclear factor erythroid 2-related factor 2 (NRF2) pathway [12]. While the activation of the NRF2 transcriptional pathway protects normal cells from malignant transformation, cancer cells can use this signaling axis to promote survival, drug resistance, and immune evasion. Lung cancer patients with *KEAP1* mutations present with more aggressive disease and have decreased survival rates [13,14], likely due to constitutive NRF2 pathway activation. Cancer cell-specific NRF2 pathway-activating mutations are correlated with immunosuppressive TIMEs, generating low treatment responses [15]. The literature on *KEAP1*-mutant cancers is growing [16,17,18,19,20], but more knowledge is needed to ascertain which treatments would provide the most benefit in this subset of lung cancer.

Synthetic oleanane triterpenoids are derived from natural products and are potent activators of NRF2 in cells [21]. Triterpenoid derivatives have demonstrated significant chemopreventive and treatment efficacy in pre-clinical cancer models [22,23,24,25,26,27,28], although the clinical development for cancer has been limited. Prominent members of this class include CDDO-Me (bardoxolone methyl) [29] and the recently FDA-approved omaveloxolone [30]. While CDDO-Me has been more thoroughly characterized in the cancer context, its effectiveness is thought to function by stimulating anti-cancer immune responses [31,32,33].

The KEAP1/NRF2 axis, by virtue of its antioxidant and cytoprotective effects, is a double-edged sword in cancer treatment. Its activation leads to cell type-specific consequences: activation of the NRF2 pathway provides resistance to genomic damage in normal cells but gives a survival advantage to mutant cancer cells [34,35,36,37]. Moreover, NRF2 activation in the immune microenvironment drives strong anti-tumor immunity [38], potentially through enabling their tolerance to reactive oxygen species (ROS)-abundant environments. The difference in cellular responses complicates the prediction of outcomes when treating a *KEAP1*-mutant cancer with an NRF2-activator like CDDO-Me, since the known NRF2 effects on cancer and immune cell biology are opposing. Additionally, the nuances separating constitutive genetic NRF2 activation from transient pharmacological NRF2 activation demand the careful evaluation of this potential clinical scenario. The immunosuppressive microenvironment in *KEAP1*-mutant lung adenocarcinoma presents a promising target for triterpenoid derivatives to enhance anti-cancer immune functions. However, this treatment paradigm has not been explored. We posit that the anti-cancer benefit derived from systemic triterpenoid treatment targeting TIME cells will outweigh the cancer cell survival advantage since the cancer cells will likely have already achieved maximal NRF2 pathway activation through genetic *KEAP1* mutation. This manuscript investigates how synthetic triterpenoid derivatives affect *KEAP1*-mutant lung cancer growth, with a specific focus on the role of the immune system.

In murine models of lung carcinogenesis, we previously recognized that macrophages are associated with the immunosuppressive phenotype of *KEAP1*-mutant lung cancer [39]. Furthermore, we found that CDDO-Me repolarizes macrophages to an anti-cancer phenotype [27,33]. Our current study builds on these prior findings and directly evaluates the efficacy of triterpenoid derivatives in treating *KEAP1*-mutant murine lung cancer. Specifically, our objectives were to investigate how triterpenoids modulate macrophage phenotypes and to evaluate triterpenoid efficacy in reducing the tumor burden in *KEAP1*-mutant mouse models. We report that *KEAP1*-mutant LL2 murine lung cancer cells directly regulate macrophages to promote their pro-tumor differentiation and the abundance of this macrophage subset within the tumor microenvironment. However, this effect was reversed by treatment with CDDO-Me and correlated with decreased tumor burden. Further, the clinically approved NRF2 activator omaveloxolone exhibited a similar treatment efficacy and restructuring of immune phenotypes. Therefore, this study allays concerns about pro-cancer survival benefit by demonstrating the efficacy of triterpenoid derivatives in a murine model of *KEAP1*-mutant lung cancer through reshaping the tumor immune microenvironment.

## 2. Materials and Methods

### 2.1. Cell Lines and Tissue Culture

LL2 (Lewis lung carcinoma, CRL-1642-LUC2) cells were purchased from the American Type Culture Collection (ATCC; Manassas, VA, USA). Cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM, Corning; Steuben County, NY, USA) supplemented with 10% fetal bovine serum (FBS, VWR; Radnor, PA, USA) and 1% penicillin and streptomycin (P/S, Corning, Steuben County, NY, USA). LL2 WT, *KEAP1* KO, and *NRF2* KO lines were maintained in a humidified incubator with 5% atmospheric CO_2_ at 37 °C and used within five to six passages after thawing. Mutations were introduced using nucleofection of CRISPR plasmids co-expressing the Cas9 enzyme and guide RNAs as described previously [39].

### 2.2. Isolation of Bone Marrow-Derived Macrophages

C57BL/6 mice were sacrificed through CO_2_ asphyxiation. Femurs and tibias were harvested under sterile conditions and bone marrow was flushed out using DMEM with 10% FBS and 20 ng/mL recombinant M-CSF (BioLegend; San Diego, CA, USA). The suspension of progenitor cells was split evenly and approximately 500 K cells/well plated into six-well plates in 2 mL media. Plates were then incubated at 5% CO_2_ at 37 °C for 5 days, washed 3× in PBS, and fresh 2 mL DMEM with 10% FBS and 20 ng/mL M-CSF added. After an additional 48 h, naïve macrophages were ready for experimental use.

### 2.3. Conditioned Media Treatment of Macrophages

Confluent 100 mm dishes of LL2 lung cancer cells (WT, *KEAP1* KO, and *NRF2* KO) were split 1:4 in 15 mL DMEM with 10% FBS. An additional plate of media without cells was included as a control for naïve macrophages. After 48 h, the conditioned media (CM) was harvested and cleared through centrifugation at 500× *g* for 5 min. Cleared cancer CM was added to naïve macrophages totaling 75% CM and 25% fresh DMEM. A total of 100 nM CDDO-Me or vehicle control was added to macrophages and incubated for 24 h. RNA was harvested at the endpoint for three independent samples in each treatment group.

### 2.4. RNA Processing and mRNA Sequencing Analysis

Total RNA was extracted from macrophages using RNeasy Mini Spin Columns (QIAGEN Inc.; Hilden, Germany) according to manufacturer’s protocol. Sample purity was analyzed on a Nanodrop 2000 (ThermoFisher; Waltham, MA, USA). Samples with purity ratios 260/280 > 2.0 and 260/230 > 1.8 were submitted for sequencing. RNA was shipped to Novogene (Sacramento, CA, USA) for RNA QC, mRNA poly-A capture, library preparation, sequencing, and read filtering. Sequencing parameters included 150 bp paired-end reads and an average depth of 50 M. Files were received in .fastq format pre-filtered for adapter-related and low-quality reads. Read pseudo-alignment was completed using Kallisto [40,41] v0.51.0 to the Mus musculus GRCm39 cDNA genome. The dataset was filtered for low read counts, TMM normalized, and differential gene expression was calculated (limma [42,43] v3.58.1). Pathway analysis used clusterProfiler [44,45] v4.10.1 and QIAGEN IPA software (Fall Release: 29 September 2024, QIAGEN Inc., https://digitalinsights.qiagen.com/IPA, accessed on 1 October 2024).

### 2.5. RT-qPCR

RNA was isolated as above and the High-Capacity Reverse Transcription cDNA Kit (Applied Biosystems; Waltham, MA, USA) was used to convert 500 ng RNA to cDNA according to manufacturer’s protocol. SYBR Green (Applied Biosystems) Master Mix and indicated primer sets were used for amplification on a QuantStudio 6 Pro Real Time PCR System (Applied Biosystems). Primers were purchased from IDT (Coralville, IA, USA): *Gapdh* (F: CATCACTGCCACCCAGAAGACTG, R: ATGCCAGTGAGCTTCCCGTTCAG), *Arg1* (F: GTGAAGAACCCACGGTCTGT, R: AGAAAGGACACAGGTTGCCC), *Il6* (F: CACGGCCTTCCCTACTTCAC, R: TGCAAGTGCATCATCGGTGT) or QIAGEN: *Cxcl5* (PPM02966F-200). Relative gene expression was quantified using ^ΔΔCT^, normalized to *Gapdh* internal controls and the media-only treated macrophage group.

### 2.6. Mice and Flank Tumor Model

All experiments using mice were approved under Indiana University Institutional Animal Care and Use Committees (IACUC), protocol number 23143. In total, 5 × 10^5^ cells of each LL2 lung cancer line were suspended in sterile saline and injected into the right flank of 8-week-old, female C57BL/6 mice. When the tumors reached a palpable size (approximately 1 × 1 mm), the mice were fed a diet containing vehicle (ethanol) or 80 mg/kg of diet CDDO-Me or omaveloxolone (equivalent to 20 mg/kg body weight). Treatment diets were made by dissolving CDDO-Me (or omaveloxolone) in 12.5 mL ethanol and mixed with 37.5 mL Neobee oil (Spectrum Chemical; New Brunswick, NJ, USA). This combination was added to one kg 5002 powdered rodent meal (LabDiet; Gray Summit, MO, USA) and mixed using a KitchenAid mixer. The mice on the triterpenoid treatment received the diet intermittently: 4-day treatment, 3-day vehicle diet break, then return to treatment diet for the remainder of study. The tumors were measured daily using calipers and body weights were assessed twice per week to monitor tumor growth and toxicity, respectively. Mice were euthanized 10 days from treatment initiation. The study was conducted on a rolling enrollment basis.

Ten mice were used per group, except for the omaveloxolone treatment group where n = 5, resulting in a total of 65 mice. The sample size per group was determined using a power calculation based on pilot data from our laboratory. Tumor volumes for WT, *KEAP1* KO, and *NRF2* KO groups (means: 359, 769, and 180 mm^3^; standard deviation: 340) were used to compute the required sample size for a one-way ANOVA with α = 0.05 and power = 0.85 via an online power calculator. Mice were randomized for both cancer cell inoculation and treatment assignment. All mice were included in the analysis; no inclusion or exclusion criteria were applied. Potential confounders (e.g., cage location and order of tumor measurements) were not controlled. The study was open label. Mice were maintained under specific pathogen-free conditions with a 12 h light–dark cycle and were provided with food and water ad libitum. All efforts were made to minimize animal suffering. Mice were euthanized by CO_2_ asphyxiation at the study endpoint or when humane endpoints defined by the IACUC were reached, including when tumor ulceration occurred or tumor volume exceeded 2000 mm^3^. Mice were monitored for these findings daily.

### 2.7. Immunophenotyping

Tumors were harvested and immediately prepared for flow cytometry. Tissues were minced using sterile scissors and digested in DMEM containing collagenase (300 U/mL, Sigma-Aldrich; St. Louis, MO, USA) and DNAse (2 U/mL, Calbiochem; San Diego, CA, USA) with a gentleMACS Octo Dissociator with Heaters (Miltenyi Biotec; Gaithersburg, MD, USA). The pre-installed 37C_m_TDK_2 program was run for dissociation. Cell suspensions were cleared of debris using 40 μm cell strainers and red blood cells lysed in RBC lysis buffer (150 mM NH_4_Cl, 14.1 mM NaHCO_3_, 0.1 mM EDTA, pH 7.3, Sigma-Aldrich). Between the subsequent steps, cells were washed in phosphate-buffered saline containing 0.1% (*w*/*v*) bovine serum albumin (Sigma-Aldrich; St. Louis, MO, USA). Cells were stained for 20 min with Live/Dead Near-IR Viability dye (Invitrogen; Waltham, MA, USA) and Fc receptors were blocked in TruStain FcX anti-mouse CD16/CD32 (BioLegend; San Diego, CA, USA) for 10 min. Cells were stained for 30 min in a 1:1 solution of Brilliant Violet buffer (BD Bioscience; Franklin Lakes, NJ, USA): PBA (phosphate-buffered saline, 0.5% BSA, and 0.1% sodium azide) using an antibody cocktail consisting of the following: αCD45 (BV 510; #103138), αCD24 (BV 605; #101827), αCD64 (BV 711; #139311), αCD11b (PE-Cy7; #101216), αCD11c (PE-Cy5; #117316), αCD206 (BV 421; #141717), αCD25 (PE; #101904), αCD107a (Alexa Fluor 647; #121610), αPD-L1 (PE-Dazzle 594; #124324), αI-A/I-E (BV 650; #107641), αCD8 (PerCP-Cy5.5; #100733), αCD4 (FITC; #100405), αLy6C (APC; # 128015), αLy6G (Pacific Blue; # 127611), and αCD69 (BV 785; # 104543). All antibodies were purchased from BioLegend and used at the manufacturer’s recommended dilution. Cells were permeabilized using the Cytofix/Cytoperm Fixation/Permeabilization kit (BD Biosciences) for intracellular αFoxP3 (Alexa Fluor 700; #56-5773-80, Invitrogen) staining. Data were acquired on a four-laser Cytek Aurora spectral flow cytometer (Violet 405 nm, Blue 488 nm, Yellow-Green 561 nm, and Red 640 nm) and analyzed using FlowJo v10.9.0 with a published and optimized gating strategy [46].

### 2.8. Statistical Analysis

R Studio [47] 2024.04.0 + 735 “Chocolate Cosmos” running R v4.3.2 was used for sequencing analysis. The sequencing data were statistically analyzed using the relevant statistical models that are pre-built into each software package with standard settings. Differentially expressed genes were exported to Qiagen IPA software for further statistical analyses. For the in vivo experiments, mice were randomized to experimental groups on a rolling enrollment basis. Non-sequencing data was analyzed in GraphPad v10.4.2. The statistical test used for analysis is indicated in the figure legend. Assumptions for statistical tests were validated within GraphPad. Data are graphed as mean +/− SE unless otherwise indicated. *p* < 0.05 was deemed significant.

## 3. Results

### 3.1. KEAP1 KO Lung Cancer Cells Direct Pro-Tumor Polarization of Bone Marrow-Derived Macrophages In Vitro

To investigate the regulatory effect of *KEAP1*-KO cancer cells on macrophage polarization in vitro, we used RNA sequencing analysis of primary murine bone marrow-derived macrophages (BMDM) treated with LL2 lung cancer-conditioned media with or without CDDO-Me as shown in Figure 1A. 

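Values from 24 BMDM libraries were analysed, 3 from each of 8 groups. The macrophages had received control media or CM from WT, KEAP1 KO or NRF2 KO LL2 cells, each with vehicle or CDDO-Me at 100 nM. Cancer cells had conditioned the media for 48 h, the CM made up 75% of what the macrophages received, and the macrophages were harvested after 24 h of treatment. The KO genes were edited in the LL2 cells, a mouse Lewis lung carcinoma line, and not in the macrophages. The authors deposited TPM, each gene's length-corrected share of the transcripts, estimated with Kallisto for 35770 gene names in each library. TPM sum to nearly the same total in every library, from 999365 to 999801, so the depth behind each value is unknown. Between 15702 and 18993 genes were listed above 0 per library, and the replicate 3 libraries of NRF2 KO/vehicle and NRF2 KO CM/CDDO-Me had the fewest. For testing, TPM were scaled between libraries with trimmed means of M values, a pseudocount of 1 was added, and log2 values were compared with limma. A total of 13661 genes with TPM above 1 in at least 3 libraries were tested, with 8 groups in 1 fit and 16 residual degrees of freedom. Fold changes are given on the log2 scale with their standard errors (SE), and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Gene sets written by hand were tested by gene set enrichment analysis on the log2 fold changes, with p adjusted over the 13 sets tested. The p-value of such a set rests on its genes and not on the 3 replicates of each group.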

LL2 cells are murine lung carcinoma cells derived from C57BL/6 mice and recapitulate features of human lung adenocarcinoma [48]. *NRF2* KO cancer cells were included as a mechanistic control to eliminate all NRF2-mediated signaling within the cancer cells. 

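Of the 13661 genes tested, 1003 had an adjusted p under 0.05 between WT/vehicle and media/vehicle BMDMs, 591 higher and 412 lower with WT CM. Of these, 385 differed by at least 1 on the log2 scale. Between KEAP1 KO/vehicle and media/vehicle BMDMs, 1087 genes passed, 635 higher and 452 lower. The 2 comparisons shared 463 of the higher and 298 of the lower genes. Between NRF2 KO/vehicle and media/vehicle BMDMs, 1 gene passed, and 1659 had an unadjusted p under 0.05. That gene, Nxpe5, lies on chromosome 5 of GRCm39 from 138224160 to 138251625, and its level was 66.0 ± 12.1 TPM (SD, n = 3) against 32.5 ± 1.53 TPM. Its log2 fold change of 1.02 (SE 0.15, adjusted p = 0.017) ranged from 0.90 without NRF2 KO CM/vehicle replicate 1 to 1.14 with array weights. The values of the 2 groups did not overlap for 4788 genes with WT CM (35.05%), for 4895 with KEAP1 KO CM (35.83%) and for 1724 with NRF2 KO CM (12.62%), where chance gives 10% for 3 libraries against 3. WT/vehicle and NRF2 KO/vehicle BMDMs were not tested against each other directly. The alternative that moved these counts most, array weights for the libraries, was chosen after the data were seen and gave 4126 genes for WT CM. Without scaling between libraries, also chosen after the data were seen, 486 of 1009 genes were higher with WT CM (48.17%).

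The paper's text does not say whether replicates with the same number were cultured together. Deviations from the group means correlated across genes with a mean r of 0.26 between same-numbered libraries of the 8 groups and of -0.12 between differently numbered ones, although genes are not independent replicates. With the replicate number added to the model as a block, 1734 genes passed for WT CM, 1770 for KEAP1 KO CM and 4 for NRF2 KO CM. All 1003 of the WT CM genes were among the 1734. The mean log2 level of fibroblast marker genes was highest in replicate 2 and lowest in replicate 3 of every group. Same-numbered libraries therefore varied together, and adjusted p-values in the text come from fits without the block unless stated.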

All groups were initially compared to the media/vehicle treatment to assess macrophage polarization status, and differentially expressed genes were calculated (Table S1). 

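The set of alternative activation genes had 21 tested members, all of them higher in WT/vehicle than in media/vehicle BMDMs, by 3.61 on the log2 scale on average. Its normalized enrichment score (NES) was 2.46 (adjusted p = 1.3e-09). Among the alternatives, the NES was lowest at 2.31 with genes of mean TPM of at least 5, a filter chosen after the data were seen, and highest at 2.62 without media/vehicle replicate 2. Retnla, on chromosome 16 of GRCm39 from 48662895 to 48664824, was listed at 0 in all 3 media/vehicle libraries and at 1990, 1753 and 3262 TPM in the WT/vehicle libraries. Arg1 (chromosome 10, 24791118 to 24803817) was at 664 ± 112 TPM (SD, n = 3) against 0.172 ± 0.113 TPM, a log2 fold change of 9.15 (SE 0.21, adjusted p = 1.6e-16). Mrc1 (chromosome 2, 14234151 to 14336926) rose from 169.8 ± 16.5 to 1171 ± 147 TPM, a log2 fold change of 2.84 (SE 0.25, adjusted p = 1.8e-07). Clec10a (chromosome 11, 70047023 to 70061660) rose from 27.1 ± 0.685 to 353 ± 56.4 TPM, a log2 fold change of 3.71 (SE 0.17, adjusted p = 1.2e-11). Chil3 rose by 7.87 on the log2 scale (adjusted p = 2.6e-10). Cx3cr1 was lower with WT CM, at 0.181 ± 0.0767 TPM against 18.8 ± 2.71 TPM (adjusted p = 2.7e-07). The transcripts of the predicted regulators themselves were not higher. Stat6 was at 114 ± 2.54 TPM against 137 ± 5.32 TPM (log2 fold change -0.20, adjusted p = 0.4), and Il4 was at 15.8 ± 2.44 TPM against 20.6 ± 3.48 TPM (log2 fold change -0.30, adjusted p = 0.8).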

As compared to media/vehicle BMDMs (naïve state macrophages), WT/vehicle BMDMs had a predicted pathway activation of IL-4 (Z-Score = 5.89), IL-13 (Z-Score = 3.78), and STAT6 (Z-Score = 4.59), which indicate an alternatively activated macrophage (Figure 1B, Table S2). Additionally, there was an increased predicted activation of the downstream functions “Expansion of T lymphocytes” (Z-Score = 2.08), “Expansion of lymphocytes” (Z-Score = 2.23), and “Expansion of leukocytes” (Z-Score = 2.36), which suggests these WT-conditioned macrophages still have the capacity to orchestrate immune responses. 

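A set of lymphocyte expansion genes, with 15 members tested, had an NES of 1.38 in WT/vehicle against media/vehicle BMDMs (adjusted p = 0.135). Of its members 7 were higher, and the mean log2 difference was 0.15. The adjusted p stayed between 0.073 and 0.5 over the alternatives. Single members moved in both directions. Cd40 (chromosome 2 of GRCm39, 164897544 to 164914868) was higher, at 17.3 ± 0.288 TPM (SD, n = 3) against 5.29 ± 0.294 TPM, with a log2 fold change of 1.60 (SE 0.27, adjusted p = 0.00053). Icosl (chromosome 10, 77905136 to 77919747) was lower, at 2.75 ± 0.293 TPM against 6.18 ± 0.735 TPM, with a log2 fold change of -0.88 (SE 0.15, adjusted p = 0.00052). Cd80 was at 13.1 ± 3.00 TPM against 9.42 ± 0.915 TPM, a log2 fold change of 0.48 that did not pass the threshold (adjusted p = 0.061). The predicted activation scores of the paper come from QIAGEN IPA, which was not run on these values.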

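In KEAP1 KO/vehicle against media/vehicle BMDMs, all 21 alternative activation genes were higher, by 3.56 on the log2 scale on average, with an NES of 2.47 (adjusted p = 1.3e-09). Retnla was listed at 1504, 1390 and 1883 TPM with KEAP1 KO CM. Arg1 was at 1001 ± 104 TPM (SD, n = 3), a log2 fold change of 9.68 from media/vehicle (SE 0.21, adjusted p = 5.6e-17). Mrc1 was at 1179 ± 31.6 TPM (log2 fold change 2.78, adjusted p = 2.6e-07), Chil3 at 793 ± 349 TPM (7.83, adjusted p = 3.3e-10) and Clec10a at 265 ± 12.4 TPM (3.23, adjusted p = 9.6e-11). The Stat6 and Il4 transcripts changed by -0.30 (adjusted p = 0.12) and -0.56 (adjusted p = 0.48). The lymphocyte expansion genes had an NES of 1.09 (adjusted p = 0.468), with 8 of 15 higher and a mean log2 difference of 0.14. Their NES was -0.87 without KEAP1 KO CM/vehicle replicate 3, which parts a same-numbered pair, and 0.81 without replicate 3 of both groups. Of the members, Cd40 was at 16.9 ± 1.98 TPM (log2 fold change 1.49, adjusted p = 0.00091), Cd80 at 14.3 ± 1.44 TPM (0.54, adjusted p = 0.029) and Icosl at 3.04 ± 0.783 TPM (-0.85, adjusted p = 0.00067). Compared directly, KEAP1 KO/vehicle and WT/vehicle BMDMs had an NES of -1.03 for this set (adjusted p = 0.427, 7 of 13 members higher).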

For the *KEAP1* KO/vehicle vs. the media/vehicle BMDMs (Figure 1C, Table S2), there was a similar increase in predicted activation of IL-4 (Z-Score = 6.07), IL-13 (Z-Score = 4.55), and STAT6 (Z-Score = 5.17), but the “Expansion of leukocytes” compartments were not enriched. 

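The transcripts of the regulators differed little between KEAP1 KO/vehicle and media/vehicle BMDMs. Srebf1 (chromosome 11 of GRCm39, 60089913 to 60113407) was at 81.9 ± 1.23 TPM against 60.8 ± 6.45 TPM (SD, n = 3), a log2 fold change of 0.42 (SE 0.12, adjusted p = 0.038). Srebf2 (chromosome 15, 82031382 to 82093201) changed by 0.36 (SE 0.11, adjusted p = 0.051), and Scap (chromosome 9, 110158229 to 110214024) by -0.21 (adjusted p = 0.43). Their target genes rose. The cholesterol synthesis genes, which SREBF2 regulates, had an NES of 2.44 (adjusted p = 2.07e-09), with all 23 members higher and a mean log2 difference of 0.98. The fatty acid synthesis genes, which SREBF1 regulates, had an NES of 1.98 (adjusted p = 0.00223), with 14 of 15 higher and a mean log2 difference of 0.74. Fdps (chromosome 3, 89000888 to 89019213) was at 263 ± 29.8 TPM against 91.8 ± 5.89 TPM, a log2 fold change of 1.49 (SE 0.16, adjusted p = 2.1e-06). Scd2 (chromosome 19, 44281613 to 44295303) was at 286 ± 79.1 TPM against 75.1 ± 10.5 TPM (1.87, SE 0.19, adjusted p = 1.1e-06). The Reactome set for activation of gene expression by SREBF (SREBP), tested only under the settings reported here, had an NES of 2.19 (adjusted p = 5.67e-05, 20 of 22 higher).

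The same sets were also higher in WT/vehicle than in media/vehicle BMDMs. The cholesterol synthesis genes had an NES of 2.26 (adjusted p = 5.05e-05), with all 23 higher by 0.71 on average, and the fatty acid synthesis genes had an NES of 1.74 (adjusted p = 0.0304), with 11 of 15 higher by 0.37 on average. The adjusted p of the latter ranged from 0.0036 to 0.11 over the alternatives. With WT CM, Srebf1 changed by 0.22 (adjusted p = 0.39) and Srebf2 by 0.28 (adjusted p = 0.16).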

Interestingly, *KEAP1* KO/vehicle BMDMs had an enrichment of lipid-associated pathways such as SREBF1 (Z-Score = 2.10), SREBF2 (Z-Score = 2.59), SCAP (Z-Score = 3.27), and “Synthesis of Sterol” (Z-Score = 2.43). High lipid accumulation in macrophages promotes tumor growth through immunosuppression [49]. It follows that *KEAP1* KO cancer cells induce a metabolic shift in macrophages to promote lipid metabolism, and therefore they decrease anti-tumor immune activating capabilities.

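KEAP1 KO/vehicle and WT/vehicle BMDMs were compared for the same genes in a fit of their 6 libraries, with 4 residual degrees of freedom. All 23 cholesterol synthesis genes were higher with KEAP1 KO CM, by 0.27 on the log2 scale on average (NES 2.17, adjusted p = 1.11e-06). Of the fatty acid synthesis genes, 13 of 14 tested were higher, by 0.35 on average (NES 1.98, adjusted p = 6.71e-05). The Reactome set of cholesterol biosynthesis had an NES of 2.08 (adjusted p = 9.88e-06, 22 of 22 higher) under the settings reported here, the only ones it was tested with. No single member passed the threshold. Fdft1 (chromosome 14 of GRCm39, 63382189 to 63417027) was at 36.8 ± 2.97 TPM against 26.9 ± 1.53 TPM (SD, n = 3), a log2 fold change of 0.37 (SE 0.07, adjusted p = 0.62). Scd2 differed by 0.55 (SE 0.18, adjusted p = 0.72) and Acly by 0.26 (adjusted p = 0.68). Srebf1 differed by 0.21 (SE 0.06, adjusted p = 0.68), Srebf2 by 0.09 (adjusted p = 0.84) and Scap by 0.05 (adjusted p = 0.92).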

We then assessed specific macrophage functions by computing differentially expressed genes between *KEAP1* KO/vehicle and WT/vehicle BMDMs (Table S3). 

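In the 6-library fit, 12330 genes were tested between KEAP1 KO/vehicle and WT/vehicle BMDMs. None had an adjusted p under 0.05, and 788 had an unadjusted p under 0.05. The groups did not overlap for 1719 genes (13.94%), where 10% is given by chance for 3 libraries against 3. With all 24 libraries in the fit, 0 genes passed, and 341 had an unadjusted p under 0.05. With the replicate number as a block, 50 genes passed, 38 higher and 12 lower with KEAP1 KO CM. For these 2 groups the mean r across genes was 0.33 between same-numbered libraries and -0.16 between differently numbered ones. Array weights, chosen after the data were seen, gave 446 genes, 282 higher and 164 lower.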

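In KEAP1 KO/vehicle against WT/vehicle BMDMs, 18 of 24 angiogenesis genes were higher, by 0.25 on the log2 scale on average, with an NES of 1.78 (adjusted p = 0.00437). Of these 24 genes, 14 followed the mean of the fibroblast marker genes with r above 0.5. This r was taken across the 18 libraries of the other groups, as deviations from group means. The other 10 had an NES of -1.06 (adjusted p = 0.43). Any gene that follows the markers would rise with them, so leaving these genes out does not decide the cause. Timp1 (chromosome X of GRCm39, 20736316 to 20740976) was at 384 ± 58.8 TPM against 169.9 ± 30.6 TPM (SD, n = 3), a log2 fold change of 1.11 (SE 0.15, adjusted p = 0.52). Hif1a (chromosome 12, 73948149 to 73996321) was at 66.5 ± 0.492 TPM against 52.2 ± 0.970 TPM (0.28, adjusted p = 0.63). Eng and Pdgfb were lower, by -0.30 (adjusted p = 0.74) and -0.31 (adjusted p = 0.72). The Reactome set of VEGF signaling had an NES of 1.25 (adjusted p = 0.148, 48 of 95 higher).

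MHC class II genes had an NES of -2.16 (adjusted p = 7.73e-05), with 1 of 12 higher and a mean log2 difference of -0.34. MHC class I genes had an NES of -1.74 (adjusted p = 0.00946), with 6 of 21 higher and a mean of -0.11. Over the alternatives the adjusted p ranged from 8.8e-06 to 0.2 for the class II genes, past the threshold in 16 of 17 settings. For the class I genes it ranged from 0.0013 to 0.51, past the threshold in 11 of 17. H2-Ab1 (chromosome 17, 34476663 to 34488393) was at 142 ± 35.8 TPM against 215 ± 61.8 TPM, a log2 fold change of -0.65 (SE 0.26, adjusted p = 0.75). Cd74 (chromosome 18, 60936899 to 60945731) differed by -0.60 (SE 0.32, adjusted p = 0.8) and B2m (chromosome 2, 121977957 to 121983594) by -0.30 (SE 0.11, adjusted p = 0.75). The interferon gamma response genes had an NES of -2.24 (adjusted p = 3.49e-05, from 3e-05 to 0.29 over the alternatives), with 3 of 26 higher and a mean of -0.19. Among them, Gbp3 differed by -0.58 (adjusted p = 0.82) and Psmb10 by -0.29 (adjusted p = 0.79). None of these single genes passed the threshold. With the fibroblast marker mean as a covariate, the NES was 0.96 for class II, -0.91 for class I and 0.74 for interferon gamma response genes. None of these passed the threshold. The marker mean itself differed between the groups, at 5.67 with WT CM and 6.08 with KEAP1 KO CM. It takes up part of any difference between them, so this fit cannot separate fibroblast RNA from an effect of KEAP1 KO CM on the macrophages. Reactome sets, tested under these settings only, gave an NES of -2.03 for interferon gamma signaling (adjusted p = 4.56e-05, 17 of 68 higher), -1.69 for cross presentation (adjusted p = 0.0026, 36 of 78 higher) and -0.99 for MHC class II presentation (adjusted p = 0.509, 28 of 71 higher).

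**Figure D1:**
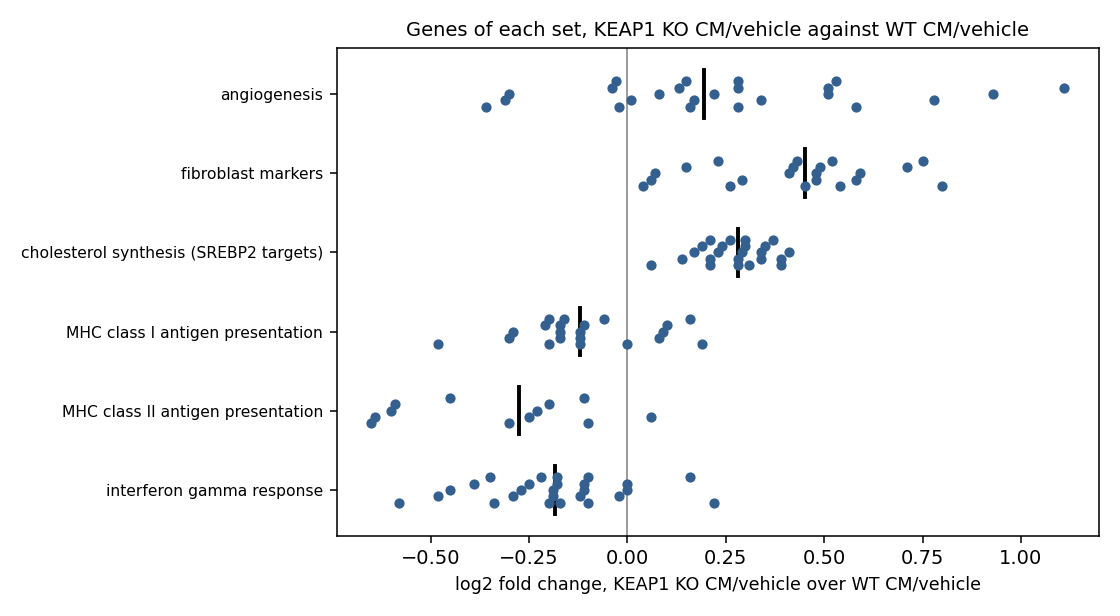
Log2 fold change of each tested gene between KEAP1 KO/vehicle and WT/vehicle BMDMs, by gene set. Each dot is 1 gene and the black bar is the set's median; 1 of 12 MHC class II genes and 18 of 24 angiogenesis genes were higher with KEAP1 KO CM.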

Using gene set enrichment analysis (Figure 1D, Tables S4 and S5), the *KEAP1* KO/vehicle group had an increased expression of genes involved in angiogenesis (NES: 1.83, *p*.val: 9.41 × 10^−8^) but had decreased antigen processing and presentation (NES: −2.26, *p*.val: 0.0016), MHC binding (NES: −2.02, *p*.val: 0.045), and interferon gamma response (NES: −1.42 *p*.val: 0.040). These findings further indicate a decreased capacity to stimulate an anti-tumor immune response. Finally, we measured specific genes associated with immunosuppressive macrophage phenotype and cancer progression using RT-qPCR (Figure 1E). *Arg1* (*p* = 0.032) [50,51], *Cxcl5* (*p* < 0.0001) [52], and *Il6* (*p* < 0.0001) [53] were all increased in *KEAP1* KO/vehicle-treated macrophages. 

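The alternative activation genes were not higher with KEAP1 KO CM than with WT CM in the sequenced BMDMs given vehicle. Of 21 members, 8 were higher, the mean log2 difference was -0.05, and the NES was -1.30 (adjusted p = 0.182). Across the fits that each left out 1 library, the NES ranged from -1.71 to 0.99, but each of these parts a same-numbered pair. The difference was -0.05 in each of the 3 pairs, and with 1 pair left out, chosen after seeing the values, the NES was -1.30, -1.17 and -1.30. Arg1 was higher by 0.54 (SE 0.14, adjusted p = 0.68), and each KEAP1 KO/vehicle library was above each WT/vehicle library. An exact permutation test of 3 libraries against 3 cannot go below p = 0.1 when two-sided. Retnla differed by -0.57 (adjusted p = 0.79), Clec10a by -0.46 (SE 0.11, adjusted p = 0.68) and Mrc1 by -0.05 (SE 0.09, adjusted p = 0.96). Cxcl5 (chromosome 5 of GRCm39, 90907186 to 90909483) was at 32.4 ± 10.9 TPM (SD, n = 3) with KEAP1 KO CM and 17.1 ± 6.74 TPM with WT CM, a log2 fold change of 0.84 (SE 0.35, adjusted p = 0.78). Against media/vehicle, at 7.48 ± 1.41 TPM, Cxcl5 differed by 1.92 with KEAP1 KO CM (SE 0.49, adjusted p = 0.018) and by 1.09 with WT CM (adjusted p = 0.25). Il6 (chromosome 5, 30218112 to 30224979) was at 0.543 ± 0.0669 TPM with KEAP1 KO CM, 0.295 ± 0.256 TPM with WT CM and 0.248 ± 0.210 TPM in media/vehicle. Its log2 fold change from media/vehicle was 0.31 with KEAP1 KO CM (SE 0.44, adjusted p = 0.84) and 0.05 with WT CM (adjusted p = 0.99), and it was below the filter between KEAP1 KO CM and WT CM.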

Taken together, these observations indicate that *KEAP1* KO cancer cells promote a pro-tumor macrophage phenotype at a magnitude greater than the LL2 WT cells.

### 3.2. CDDO-Me Promotes an Anti-Tumor Macrophage Phenotype Regardless of Cancer Cell KEAP1 Status

We next assessed whether CDDO-Me promotes the polarization of anti-tumor macrophages in the context of *KEAP1* KO cancer CM treatment. 

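CDDO-Me alone, in media/CDDO-Me against media/vehicle BMDMs, changed 821 genes, 420 higher and 401 lower. Against the same naïve group, 3656 genes passed in WT CM/CDDO-Me BMDMs (1890 higher, 1766 lower), 3551 in KEAP1 KO CM/CDDO-Me BMDMs (1889 higher, 1662 lower) and 1412 in NRF2 KO CM/CDDO-Me BMDMs (626 higher, 786 lower). The WT and KEAP1 KO CM/CDDO-Me groups shared 1635 higher and 1415 lower genes. The media and NRF2 KO CM/CDDO-Me groups shared 322 higher and 334 lower genes, and the media and WT CM/CDDO-Me groups shared 191 higher and 276 lower genes. The effect of CDDO-Me differed between WT CM and media for 2055 genes, and between KEAP1 KO CM and media for 2014 genes. For NRF2 KO CM against media it differed for 0 genes, with 374 at an unadjusted p under 0.05. With the replicate block, 1466 genes passed for media, 4629 for WT CM, 4457 for KEAP1 KO CM and 2172 for NRF2 KO CM. The mean r across genes between same-numbered and differently numbered libraries was 0.30 and -0.15 for the media groups, 0.21 and -0.10 for WT CM, 0.27 and -0.13 for KEAP1 KO CM, and 0.21 and -0.10 for NRF2 KO CM. Without scaling between libraries, 33.86% of the 4232 genes for WT CM and 37.04% of the 3974 genes for KEAP1 KO CM were higher, and the median of all genes was -0.17 and -0.16. Nqo1 (chromosome 8 of GRCm39, 108113835 to 108129934), an NRF2 target, rose in media from 3.37 ± 1.38 to 133.8 ± 74.5 TPM (SD, n = 3), a log2 fold change of 4.85 (adjusted p = 2.1e-08). Its log2 fold change from media/vehicle was 3.68 with WT CM, 4.52 with KEAP1 KO CM and 5.25 with NRF2 KO CM.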

For each group in the sequencing dataset, differentially expressed genes were calculated as compared to naïve media/vehicle BMDMs. CDDO-Me (100 nM) treatment groups clustered together upon unsupervised hierarchical clustering (Figure 2A). 

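The clustering used 2319 genes that passed the threshold with an absolute log2 fold change of at least 1 in any of the 7 comparisons with media/vehicle. Hierarchical clustering used Euclidean distances of standardized log2 values with complete linkage, since the paper's text does not name the distance or the linkage. Divided into 2 branches, the tree placed the 6 WT and KEAP1 KO CM/CDDO-Me libraries in 1 and the other 18 in the other. Divided into 3 branches, it separated 12 vehicle libraries, 6 media and NRF2 KO CM/CDDO-Me libraries, and 6 WT and KEAP1 KO CM/CDDO-Me libraries. No branch without a vehicle library held more than 6 of the 12 CDDO-Me libraries (50.00%), and each alternative gave 50.00% as well. The mean distance between WT and KEAP1 KO CM/CDDO-Me libraries was 33.9, between media and NRF2 KO CM/CDDO-Me libraries 37.5, and between media and WT CM/CDDO-Me libraries 83.3.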

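Each of the 3 NRF2 KO/vehicle libraries lay nearer to the media/vehicle libraries than to the WT/vehicle or KEAP1 KO/vehicle libraries. The mean distances of replicate 1 were 25.2 to media/vehicle, 48.1 to WT/vehicle and 48 to KEAP1 KO/vehicle. Those of replicate 2 were 29.3, 51.3 and 48.2, and those of replicate 3 were 57.5, 66.1 and 65.5. The mean distance within the NRF2 KO/vehicle group was 44.8, against 22.3 within media/vehicle, and that between the groups was 37.4. Replicate 3 was the vehicle library with the fewest genes listed above 0. The alternative activation genes had an NES of 1.52 in NRF2 KO/vehicle against media/vehicle BMDMs (adjusted p = 0.0802), with 12 of 21 higher. Arg1 was at 0.632 ± 0.625 TPM (SD, n = 3) with NRF2 KO CM (log2 fold change 0.43, adjusted p = 0.41), Mrc1 at 329.8 ± 148 TPM (0.90, adjusted p = 0.4) and Clec10a at 37.6 ± 14.2 TPM (0.42, adjusted p = 0.41). Retnla was listed at 0 in all 3 NRF2 KO/vehicle libraries.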

*NRF2* KO CM-treated BMDMs clustered with media-treated macrophages, indicating a higher degree of similarity between these groups, but also that an intact NRF2 pathway in cancer cells is important for promoting the pro-tumor macrophage phenotype. Furthermore, pathways differentially regulated in the *KEAP1* KO and WT CM/CDDO-Me-treated groups align with an anti-tumor macrophage phenotype, evident by the increased interferon gamma (NES: 2.74–2.88, *p* < 1.00 × 10^−9^), interferon alpha (NES: 2.49–2.59, *p* < 1.00 × 10^−9^), and inflammatory responses (NES: 1.93–2.09, *p* = 2.00 × 10^−6^–1.99 × 10^−9^) (Figure 2B, Table S6). 

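All 30 interferon gamma response genes were higher than in media/vehicle BMDMs, with an NES of 2.59 and a mean log2 difference of 5.50 in WT CM/CDDO-Me BMDMs (adjusted p = 4.33e-10), and an NES of 2.51 and a mean of 5.56 in KEAP1 KO CM/CDDO-Me BMDMs (adjusted p = 4.33e-10). Of the 30 interferon alpha response genes, 29 were higher with WT CM (NES 2.43, mean 2.20) and 30 with KEAP1 KO CM (NES 2.34, mean 2.17). In media/CDDO-Me BMDMs both sets were lower. The interferon gamma set had an NES of -1.68 (adjusted p = 0.0234, 8 of 30 higher), and the interferon alpha set had the same NES with 3 of 30 higher. Over the alternatives the adjusted p ranged from 0.0026 to 0.27 and from 0.0032 to 0.11. Without same-numbered pair 1, 2 or 3, chosen after seeing the values, it was 0.057, 0.083 and 0.023 for interferon gamma. For interferon alpha it was 0.057, 0.021 and 0.024. With NRF2 KO CM/CDDO-Me, the NES was 1.10 (adjusted p = 0.42) and -1.40 (adjusted p = 0.126). The effect of CDDO-Me on the interferon gamma set differed between WT CM and media by 5.22 on the log2 scale (NES 2.63, adjusted p = 6.5e-10) and between KEAP1 KO CM and media by 5.46. The Reactome sets, tested under these settings only, gave an NES of 2.62 for interferon gamma signaling (60 of 72 higher) and 1.84 for interferon alpha/beta signaling (adjusted p = 0.0013, 11 of 12 higher) with WT CM. Cxcl9 (chromosome 5 of GRCm39, 92469206 to 92475945) was at 1410 ± 408 TPM (SD, n = 3) with WT CM/CDDO-Me, at 1227 ± 472 TPM with KEAP1 KO CM/CDDO-Me and at 0.201 ± 0.299 TPM in media/vehicle. Its log2 fold changes were 10.31 (SE 0.24, adjusted p = 4.2e-17) and 10.06 (adjusted p = 5.3e-17). Iigp1 (chromosome 18, 60506680 to 60525706) was at 1738 ± 124 and 1789 ± 55.1 TPM against 1.11 ± 0.0502 TPM. Isg15 (chromosome 4, 156283883 to 156285303) was at 115 ± 3.84 and 112 ± 6.18 TPM against 12.1 ± 0.791 TPM.

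**Figure D2:**
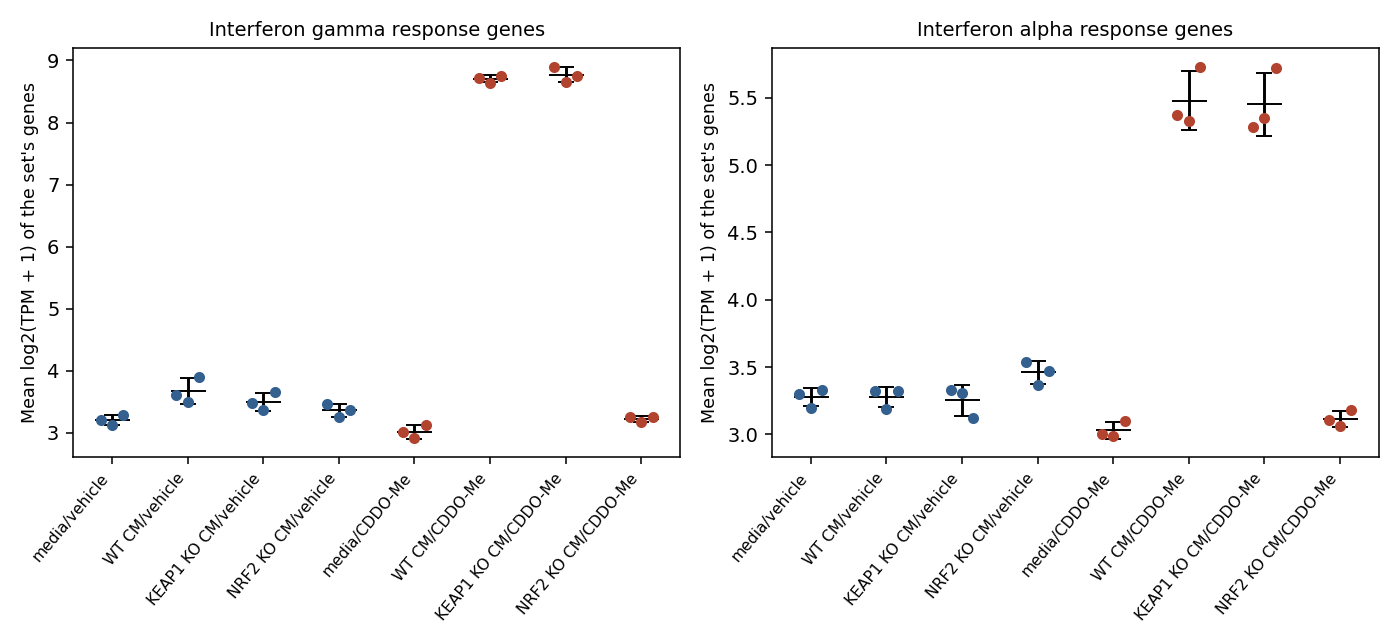
Mean log2(TPM + 1) of the interferon gamma and interferon alpha response genes in each of the 8 groups. Points are libraries, lines are the mean ± SD of 3 libraries, and blue is vehicle and red CDDO-Me; the interferon gamma set was at 8.70 ± 0.06 with WT CM/CDDO-Me and 3.20 ± 0.08 in media/vehicle.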

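KEAP1 KO CM/CDDO-Me and WT CM/CDDO-Me BMDMs differed in 7 genes, 6 higher and 1 lower with KEAP1 KO CM, and 570 genes had an unadjusted p under 0.05. The groups did not overlap for 1520 genes (11.13%), against 10% by chance. Heph (chromosome X of GRCm39, 95498965 to 95621010) was at 6.74 ± 1.34 TPM (SD, n = 3) against 2.11 ± 0.718 TPM, a log2 fold change of 1.34 (SE 0.18, adjusted p = 0.0031). The other higher genes within the rule for named genes were Ptn (2.16, adjusted p = 0.024), Mt3 (1.83, adjusted p = 0.026) and Rgs16 (1.40, adjusted p = 0.026). The lower gene was Gbp2b (chromosome 3, 142300602 to 142324940), at 119 ± 31.4 TPM against 215 ± 37.8 TPM (-0.88, adjusted p = 0.043). The pseudogene Smt3h2-ps4, also within the rule, was listed at 0 in all 3 WT CM/CDDO-Me libraries and at 3.02, 4.09 and 4.10 TPM with KEAP1 KO CM (adjusted p = 0.04). The remaining gene, F5, was chosen after its values were seen. With the replicate block 28 genes passed, with a mean r across genes of 0.39 between same-numbered and -0.19 between differently numbered libraries. The interferon gamma response genes had an NES of 1.09 between these groups (adjusted p = 0.37) and the interferon alpha response genes of -1.37 (adjusted p = 0.116). Leaving out 1 library reversed either sign in some fits, while leaving out a same-numbered pair reversed only that of the interferon gamma set (-0.85 without replicate 1). The classical activation genes had an NES of 1.94 (adjusted p = 0.000493, 14 of 18 higher, by 0.48 on average), with an adjusted p from 7.5e-06 to 0.26 over the alternatives. The alternative activation genes had an NES of -1.80 (adjusted p = 0.0779, 6 of 21 higher), with an adjusted p from 0.0049 to 0.15.

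The effect of CDDO-Me relative to vehicle was also compared between KEAP1 KO CM and WT CM. It differed for 0 genes, with 225 at an unadjusted p under 0.05, and with the block for 0 genes, with 397 at an unadjusted p under 0.05. The interferon gamma response genes rose by 0.24 more with KEAP1 KO CM on the log2 scale on average, in 25 of 30 genes (NES 1.83, adjusted p = 0.00865). That adjusted p ranged from 5.8e-05 to 0.15 over the alternatives. The interferon alpha response genes had an NES of -1.13 (adjusted p = 0.326).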

Notably, the upregulation of these anti-cancer pathways is independent of the cancer mutation status, as this phenotype was observed in both WT CM/CDDO-Me- and *KEAP1* KO CM/CDDO-Me-treated macrophages.

We then assessed specific regulatory pathways differentially expressed in CDDO-Me treated BMDMs (Figure 2C,D; Table S2). For both WT (Figure 2C) and *KEAP1* KO (Figure 2D) CM-treated BMDMs, CDDO-Me promoted increased signaling in STAT1 (Z-Score = 8.85–8.93), IRF1/3/7 (Z-Score = 7.57–8.74), IFNA1/2/4/17 (Z-Score = 1.91–6.97), and IFNG (Z-Score = 12.11–13.06). 

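The transcripts of Irf1 and Irf7 rose with CDDO-Me and CM. Irf1 (chromosome 11 of GRCm39, 53660812 to 53669200) was at 49.7 ± 3.96 TPM (SD, n = 3) in media/vehicle, 930.0 ± 50.0 TPM with WT CM/CDDO-Me and 911 ± 50.7 TPM with KEAP1 KO CM/CDDO-Me, with log2 fold changes of 4.38 (adjusted p = 7.3e-11) and 4.33 (adjusted p = 8.5e-11). Irf7 (chromosome 7, 140842619 to 140846398) was at 5.73 ± 0.921, 57.5 ± 12.1 and 62.4 ± 10.8 TPM in the same groups, with log2 fold changes of 3.27 (adjusted p = 9e-11) and 3.38 (adjusted p = 5.8e-11). Irf3 (chromosome 7, 44647033 to 44652272) did not rise, at 94.9 ± 11.0, 82.6 ± 9.65 and 83.7 ± 8.75 TPM, with a log2 fold change of -0.02 in both groups (adjusted p = 0.95 and 0.96). Ifna1, Ifna2 and Ifna4 were listed at 0 in all 24 libraries. Ifng was listed at 0 in all of them except WT/vehicle replicate 1, at 0.0637 TPM. The paper's scores for these interferons are predictions from their target genes and not levels of their transcripts.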

As a summary of the overall macrophage phenotype within all treatment groups, we analyzed the Qiagen IPA Canonical Pathways “Macrophage Classical Activation Signaling Pathway” and “Macrophage Alternative Activation Signaling Pathway” for anti-tumor and pro-tumor phenotypes, respectively (Figure 2E, Table S2). The alternative pathway activation was highest in the WT and *KEAP1* CM/vehicle-treated groups (Z-Score = 2.68–3.30), but this phenotype is reversed with CDDO-Me treatment, achieving a phenotype consistent with classical macrophage activation (Z-Score = 3.20–3.28). These data suggest CDDO-Me is an effective regulator of macrophage phenotype in the cancer context, promoting the differentiation of anti-cancer macrophages regardless of the *KEAP1* mutational status of the cancer cell line.

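The mean log2(TPM + 1) of the alternative activation genes was 2.49 ± 0.04 (SD, n = 3) in media/vehicle, 6.11 ± 0.18 in WT/vehicle and 6.05 ± 0.18 in KEAP1 KO/vehicle BMDMs. With CDDO-Me it was 3.06 ± 0.08 with WT CM and 2.95 ± 0.09 with KEAP1 KO CM. Relative to vehicle in the same CM, the set had an NES of -2.28 with WT CM (adjusted p = 5.05e-07, 2 of 21 higher) and -2.40 with KEAP1 KO CM (adjusted p = 9.39e-09, 2 of 21 higher). The change with CDDO-Me differed from that in media, with an NES of -2.29 for WT CM (adjusted p = 1.8e-06) and -2.39 for KEAP1 KO CM. Relative to media/vehicle, the set had an NES of 1.69 in WT CM/CDDO-Me BMDMs (adjusted p = 0.0152), although only 10 of 21 members were higher. That adjusted p ranged from 0.0071 to 0.091 over the alternatives. Members moved apart, with Pdcd1lg2 higher by 4.58 and Il4ra by 2.55, and Mrc1 at -1.30 and Pparg at -1.45. The NES alone therefore does not show that alternative activation stayed above media/vehicle. KEAP1 KO CM/CDDO-Me BMDMs had an NES of 1.46 (adjusted p = 0.0647). Arg1 fell by 9.19 with WT CM (SE 0.21, adjusted p = 2.8e-17) and by 9.80 with KEAP1 KO CM (adjusted p = 1.9e-17), to 0.125 ± 0.0989 and 0.0649 ± 0.0512 TPM. Mrc1 fell by 4.14 (adjusted p = 1.2e-10) and 4.10 (adjusted p = 1.3e-10), to levels below media/vehicle at 61.5 ± 14.1 and 60.6 ± 11.4 TPM. Retnla was listed at 0 in all CDDO-Me libraries.

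The mean of the classical activation genes was 2.03 ± 0.13 in WT/vehicle and 2.15 ± 0.09 in KEAP1 KO/vehicle BMDMs, and 5.19 ± 0.27 and 5.66 ± 0.59 with CDDO-Me. Against media/vehicle the set had an NES of 2.17 with WT CM/CDDO-Me (adjusted p = 2.84e-07, 17 of 18 higher) and also 2.17 with KEAP1 KO CM/CDDO-Me (adjusted p = 1.87e-08, 17 of 18 higher). In media/CDDO-Me BMDMs the NES was -1.18 (adjusted p = 0.293). With NRF2 KO CM/CDDO-Me it was 1.78 (adjusted p = 0.0122, 11 of 18 higher), where the set's mean was 2.66 ± 0.11. Tnf (chromosome 17 of GRCm39, 35418357 to 35420983) rose relative to vehicle by 3.13 with WT CM (adjusted p = 4.7e-09) and by 3.57 with KEAP1 KO CM (adjusted p = 6.5e-10).

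**Figure D3:**
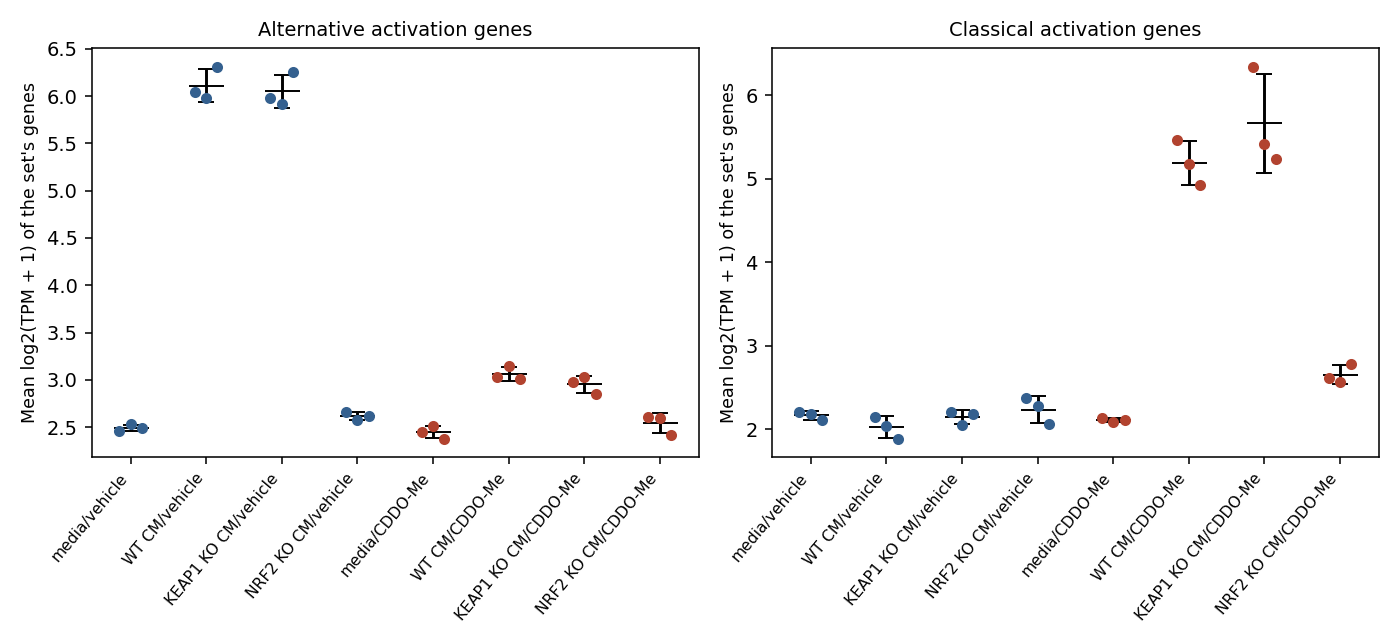
Mean log2(TPM + 1) of the alternative and classical activation genes in each of the 8 groups. Points are libraries, lines are the mean ± SD of 3 libraries, and blue is vehicle and red CDDO-Me; the alternative activation genes were at 6.11 ± 0.18 in WT/vehicle and 3.06 ± 0.08 in WT CM/CDDO-Me BMDMs.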

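Between CDDO-Me and vehicle, 3798 genes differed with WT CM (1895 higher, 1903 lower) and 3929 with KEAP1 KO CM (1985 higher, 1944 lower). Without scaling between libraries, 39.13% of 4040 and 34.63% of 4513 genes were higher. With the replicate block, 4633 and 4819 genes passed, with a mean r across genes of 0.26 and 0.29 between same-numbered libraries and of -0.13 and -0.14 between differently numbered ones. Of the 591 genes that WT CM had raised, 377 were lowered by CDDO-Me, and of the 412 it had lowered, 177 were raised. With KEAP1 KO CM these counts were 423 of 635 and 191 of 452. Both comparisons use the same vehicle libraries, which favours opposite directions, and no count expected by chance was computed, so these counts alone do not measure a reversal. The alternative activation genes had an NES of -1.22 for the difference between the effects in the 2 CM (adjusted p = 0.282) and the classical activation genes of 1.59 (adjusted p = 0.0533). For Arg1 that difference was -0.61 (SE 0.30, adjusted p = 1). With NRF2 KO CM, 1335 genes differed between CDDO-Me and vehicle. From the lower alternative activation and the higher classical activation in both CM/CDDO-Me groups, the paper proposes that CDDO-Me regulates macrophage phenotype whatever the KEAP1 status of the cancer cells.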

### 3.3. CDDO-Me Slows Tumor Growth in Both WT and KEAP1 KO Flank Tumor Models

Given that CDDO-Me induces an anti-tumor macrophage phenotype regardless of the cancer genotype in vitro, we sought to determine whether *KEAP1* KO tumors respond to CDDO-Me treatment in vivo. We used a flank tumor model in C57BL/6 mice (Figure 3A): the LL2 cell line origin strain. To distinguish the cancer cell-intrinsic effects of triterpenoid treatment from the immune-mediated effects, we included *NRF2* KO cells, which are unable to activate the NRF2 pathway. Mice were inoculated with the indicated cancer cell line and tumors allowed to develop for approximately 4 days. When tumor size reached 1 × 1 mm, mice were randomly assigned to the treatment (80 mg/kg of diet CDDO-Me or omaveloxolone, roughly approximating 20 mg drug/kg body weight) or vehicle diet. A 3-day break from treatment was given to avoid toxicity, and animals were sacrificed 10 days after treatment onset. No behavioral changes were observed, and body weights did not decrease over treatment period, indicating a lack of overt toxicity (Figure S1). *KEAP1* KO tumors had the most aggressive growth kinetics, reaching nearly 1400 mm^3^ after 10 days, whereas WT and *NRF2* KO tumors only reached approximately 800 mm^3^ (Figure 3B,C). *KEAP1* KO vehicle-treated tumors increased in volume and weight by approximately 66% and 39%, respectively (Figure 3B,D), when compared to WT at endpoint. Impressively, the CDDO-Me treatment decreased tumor size across all cancer cell lines (decrease compared to vehicle: WT = 73%, *KEAP1* KO = 91%, *NRF2* KO = 77%), maintaining volumes less than 300 mm^3^ 10 days post-treatment initiation. Tumor weights decreased with CDDO-Me treatment (Figure 3D), regardless of the tumor cell mutational status. These data showcase a compelling treatment effect of CDDO-Me in treating *KEAP1* KO tumors; however, further investigation into the immune microenvironment was required.

### 3.4. The Highly Immunosuppressive KEAP1 KO Microenvironment Reverts with CDDO-Me Treatment

We evaluated the immune infiltrates in tumors from Figure 3 by flow cytometry (Figure S2) and characterized the immunosuppressive phenotype of *KEAP1* KO tumors. Macrophages increased in *KEAP1* KO tumors by 10.6% of the total CD45^+^ cells (Figure 4A) as compared to WT tumors, with a 92% higher expression of CD206 (Figure 4B) and a 25% increase in PD-L1 (Figure 4C). CD206 is a marker of an immunosuppressive macrophage phenotype and macrophage PD-L1 suppresses the anti-tumor T cell response [54]. Because of the interactions between macrophages and other immune cells, we assessed lymphoid sub-populations, which are a major effector of anti-tumor responses (Figure 4D–F). There was a 13.8% increase in immunosuppressive FoxP3^+^ CD4^+^ T cells as a total percentage of T cells (Figure 4D) in *KEAP1* KO versus WT tumors; however, we did not detect a difference in the activation state of anti-tumor CD8^+^ T cells (Figure 4E) or NK cells (Figure 4F). Myeloid-derived suppressor cells (MDSC) are another important mediator of immunosuppression [55]. We assessed MDSC populations in *KEAP1* KO vs. WT tumors for monocytic-MDSC (M-MDSC: CD11b^+^Ly6C^Hi^Ly6G^−^) and polymorphonuclear-MDSC (PMN-MDSC: CD11b^+^Ly6C^Lo^Ly6G^Hi^) (Figure 4G–I), the two most highly characterized MDSC subtypes. As a proportion of total MDSCs, *KEAP1* KO tumors had an increased proportion of tumor-promoting PMN-MDSC (Figure 4G) compared to WT. This is consistent with the literature that states PMN-MDSCs produce high levels of ROS [56], of which *KEAP1* KO tumors have an increased propensity to detoxify as compared to WT tumors. Immune cells within the TIME likely possess physiological NRF2 activity and are potentially more susceptible to damage from ROS insults generated by PMN-MDSCs. Intriguingly, M-MDSC had increased PD-L1 expression in *KEAP1* KO tumors, despite being the minority fraction of total MDSCs (Figure 4H–I). MDSCs are generally immunosuppressive and tumor-promoting. Their abundance and surface marker expression in the *KEAP1* KO tumor microenvironment may aid in tumor progression, possibly through different mechanisms and subtypes.

Critically, CDDO-Me reverted the immunosuppressive phenotype of the tumor microenvironment in all tumor genotypes, decreasing macrophage infiltration (9.6–12% of CD45^+^ cells; Figure 4A), CD206 expression (34–41% reduction; Figure 4B), and PD-L1 levels (21–26% reduction; Figure 4C). Furthermore, CDDO-Me decreased the percentage of regulatory FoxP3^+^ helper T cells (12–32% decrease in total CD4^+^ T cells; Figure 4D) and promoted the activation of CD8^+^ T cells (Figure 4E) and NK Cells (Figure 4F), as evidenced by the increased expression of the degranulation marker CD107a. While CDDO-Me did not alter the overall proportion of MDSCs (Figure 4G), it did decrease PD-L1 expression on M-MDSC (Figure 4H) and PMN-MDSC (Figure 4I). These findings support the hypothesis that CDDO-Me is an effective immune modulator in cancer and reverts immunosuppressive phenotypes regardless of the cancer *KEAP1* status. The immunomodulatory and tumor-reducing effects of CDDO-Me in the *KEAP1* KO group were of particular interest, as patients harboring these mutations present with more resistant disease and are uniquely difficult to treat. As CDDO-Me is not FDA approved, we therefore worked further to validate the treatment effect (Figure 3) and immune microenvironment changes (Figure 4) in *KEAP1* KO tumors using omaveloxolone.

### 3.5. Omaveloxolone Promotes an Anti-Tumor Microenvironment in KEAP1 KO Flank Tumors

The final arm of the study described in Figure 3 assessed omaveloxolone treatment efficacy and its modulation of the immune microenvironment in *KEAP1* KO vs. vehicle-treated tumors. Omaveloxolone similarly decreased tumor size (Figure 5A,B) and weight (Figure 5C) by 85.4% and 70.7%, respectively, limiting tumor growth to approximately 200 mm^3^ after 10 days of treatment in *KEAP1* KO tumors. Furthermore, the observed changes in the TIME were relatively consistent with the trends observed in *KEAP1* KO tumors treated with CDDO-Me. The expression of the tumor-promoting markers CD206 and PD-L1 were decreased by 36.9% and 23.1%, respectively, on macrophages treated with omaveloxolone compared to the vehicle treatment (Figure 5D). Similarly, activated CD8^+^ T cells displayed increased degranulation, evidenced by the increased expression of CD107a (Figure 5E, 46.9% increase in MFI). Additionally, treatment with omaveloxolone decreased immunosuppressive FoxP3^+^ CD4^+^ T cells by 28.4% (Figure 5F). Finally, there was an increased expression of CD107a on NK cells (Figure 5G, 188% increase in MFI), and a decreased percentage of PD-L1^+^ M-MDSCs (Figure 5H) and PMN-MDSCs (Figure 5I). Taken together, these findings are evidence of a shift in the *KEAP1* KO TIME, from immunosuppressive to anti-tumor, an effect common between omaveloxolone and CDDO-Me. Importantly, these observations paired with the recent FDA approval of omaveloxolone may make this a viable option for treating this subset of cancer.

## 4. Discussion

*KEAP1*-mutant lung cancers represent a highly treatment-resistant patient subset, underscoring the need for further study to better understand and target these tumors. To determine whether NRF2-activated *KEAP1*-mutant cancer responds to triterpenoid therapies, we employed a murine flank tumor model of CRISPR-edited lung cancer. Here, we showed the efficacy of CDDO-Me for effectively treating WT, *KEAP1*, and *NRF2*-mutant murine LL2 flank tumors. We further show that omaveloxolone similarly slows tumor growth in *KEAP1*-mutant tumors. The investigation of the immune microenvironment unveiled that tumors with *KEAP1* mutations promote an immunosuppressive macrophage phenotype both in vitro and in vivo, but triterpenoid treatment promoted anti-tumor macrophage phenotypes in vitro and decreased the expression of immunosuppressive markers in vivo, which likely contributed to the overall decrease in the tumor burden.

Macrophages are orchestrators of immune responses throughout both the innate and adaptive arms of the immune system, and can promote immunosuppression [57]. In assessing the cancer-mediated regulation of macrophages, we found *KEAP1* KO LL2 cancer cells promoted the differentiation of the M2-like alternatively activated phenotype at the RNA level. While both WT and *KEAP1* KO CM induced M2-like macrophages, a distinct phenotype was noted in the *KEAP1* KO CM-treated BMDMs. There were increased lipid-associated pathways, such as *SREBF1/2* (synonymous with *SREBP1/2*). Importantly, lipid metabolism in macrophages can have a profound effect on the microenvironment. Liu et al. noted that fatty acid deficiency within a cancer context leads to mitochondrial damage in macrophages and the subsequent upregulation of *SREBP1*, a regulator of de novo fatty acid synthesis. This dysregulation was associated with the differentiation of M2-like macrophages and the interplay with T cells in the tumor microenvironment which promoted immune evasion [58]. Bidault et al. also found that *SREBP1* depletes macrophages of their antioxidant capabilities, which further promotes M2-like polarization [59]. This decreased antioxidant capacity also suggests that activating NRF2 in these cells would be beneficial. In conjunction with our observed increase in macrophage *SREBP1*, there were simultaneous increases in *Arg1* [50,51], *Cxcl5* [52], and *Il6* [53], all of which can promote cancer progression in different cancers. Because NRF2 is a master antioxidant and metabolic regulator, it follows that perturbations of cancer cell NRF2 regulation would lead to differential macrophage metabolic phenotypes that ultimately promote pro-tumor macrophages. The specific mechanism by which NRF2-activated cancer cells are inducing SREBP1 is not yet known but is conceivably related to fatty acid dysregulation and defective macrophage antioxidant capability. We also observed increased PD-L1 expression on macrophages within *KEAP1* KO tumors. The expression of PD-L1 on macrophages is an established immunosuppressive mechanism, particularly through the inhibition of CD8^+^ T cell activity [60]. Notably, tumor-associated macrophages with high PD-L1 expression have been linked to poor survival outcomes, especially in lung adenocarcinoma [61].

Importantly, our observation that triterpenoids promoted an M1-like macrophage phenotype was supported by increased interferon response-related genes, including STAT1, IRF’s, and IFNG/IFNA regulators, as well as decreased PD-L1 expression. Macrophages are the epicenter of interferon signaling, as they both produce and respond to interferons [62]. Preserving these functionalities, particularly in a cancer context, is critical for maintaining anti-tumor responses, inflammation, and macrophage functionality [63]. In our dataset, CDDO-Me-treated TE-BMDMs phenotypically resembled “classically activated macrophages”, which correlate with favorable prognosis in non-small cell lung cancer patients [64]. 

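Nos2 (chromosome 11 of GRCm39, 78811613 to 78851080) was listed at 21.3, 8.76 and 2.03 TPM in the 3 KEAP1 KO CM/CDDO-Me libraries and at 0.106 ± 0.0660 TPM (SD, n = 3) in KEAP1 KO/vehicle BMDMs. It rose by 3.07 relative to vehicle (adjusted p = 5.6e-05) and by 3.14 relative to media/vehicle (SE 0.49, adjusted p = 5.3e-05). In WT CM/CDDO-Me BMDMs it was listed at 10.3, 9.08 and 2.09 TPM, a log2 fold change of 2.84 from media/vehicle (adjusted p = 0.00015). The 2 CDDO-Me groups differed by 0.29 (SE 0.49, adjusted p = 1), less than the libraries within each group. In media/CDDO-Me BMDMs the log2 fold change was 0.06 (adjusted p = 1) and with NRF2 KO CM/CDDO-Me 0.21 (adjusted p = 0.85). The rise was larger than in media by 3.01 with KEAP1 KO CM (SE 0.69, adjusted p = 0.0045) and by 2.74 with WT CM (SE 0.69, adjusted p = 0.0094).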

In the *KEAP1* KO/CDDO-Me macrophage group, these cells had predicted signaling increases in NOS2 (iNOS), a characteristic trait of M1-like macrophages and a regulator of ROS/redox signaling [65]. Higher IFN, STAT1, and iNOS signaling would indicate the macrophages have a higher capacity for orchestrating anti-tumor immunity [66]. This supports the notion that with CDDO-Me-induced NRF2-activation, which potentially protects against antioxidant- and redox-related damages, macrophages can remain in an M1-like state to facilitate anti-cancer effects. Importantly, this effect is present regardless of the mutational status of the cancer. Given NRF2’s role in regulating oxidative stress and metabolism, its activation may counteract SREBP1-driven lipid accumulation in macrophages, restoring their anti-tumor function.

These immunomodulatory benefits of triterpenoid treatment effect were observed in our animal models as well. Tumor growth was greatly decreased across all three cancer mutation statuses (WT, *KEAP1* KO, and *NRF2* KO). Given the activation of interferon-related pathways in vitro, decreased macrophage CD206 by both triterpenoids (CDDO-Me and omaveloxolone) in vivo further implicates macrophages in the mechanism of triterpenoid anti-tumor efficacy. *KEAP1* KO cancers were previously found to have increased macrophage CD206 [39] and therefore to promote tumor immunosuppression through the generation of M2-like macrophages. Because triterpenoids have a cancer cell mutation-agnostic decrease in macrophage CD206 and increased lymphoid activation, this strengthens support for their potential clinical utility and would indicate *KEAP1*-mutant treatment-resistant cancers may still benefit from triterpenoid therapy. The independence of cancer mutation suggests the great importance of the NRF2 system in immune cells, and its activation outweighs the survival advantage afforded to cancer cells by their NRF2 pathway.

Although macrophages were a central focus of this study, the broader immune microenvironment plays a critical role in shaping tumor progression and therapeutic response. Our flow cytometry analysis revealed that triterpenoid treatment led to the significant restructuring of both lymphoid and myeloid compartments, including increased activation of CD8^+^ T cells and NK cells and reduced frequencies of regulatory T cells. These changes suggest that triterpenoids promote a shift toward an anti-tumor immune landscape. The mechanism underlying this immune remodeling remains unclear, but may involve macrophage-mediated signaling, as our in vitro data indicate that triterpenoids directly influence macrophage polarization. Alternatively, prior work by Torres et al. [67] demonstrated that CDDO-Me can induce the T cell-mediated regulation of macrophages in tri-culture systems, highlighting the complex interplay between immune cell types in response to systemic therapy. In parallel with these immune changes, we observed substantial reductions in tumor size across all genotypes, reinforcing the therapeutic potential of triterpenoids through both immune modulation and tumor-intrinsic effects.

While our study is a proof of concept for treatment efficacy of triterpenoids in a *KEAP1*-mutant cancer setting, some limitations in our model exist. The CRISPR-mediated knockout of *KEAP1* nearly eliminated all *KEAP1* from the cancer cells [39]. This would simulate a cancer cell with maximal NRF2 pathway activity, provided secondary mechanisms of NRF2 inhibition were not activated. In human lung adenocarcinoma, the extent of *KEAP1* inactivation likely varies by patient, with both partial and complete *KEAP1* inactivated mutants existing. The mutant with partial *KEAP1* inactivation may still benefit from further NRF2 pathway activation. Clinically, this may require parsing patient activation states prior to treatment. However, our study in the maximal NRF2 activation state still responds to triterpenoid therapy, even in the *KEAP1*-competent WT cell line. This suggests that the benefit a partial *KEAP1*-mutant cancer may gain from triterpenoid treatment is likely still superseded by the immune-mediated activation within the microenvironment. Furthermore, recent studies have identified BACH1 as a target of CDDO-Me, whose inhibition suppresses cancer cell invasion [68]. These findings indicate a potential tumor cell-intrinsic mechanism that may also contribute to reduced tumor growth. This dual mode of action—immune modulation and BACH1 inhibition—may help explain the broad efficacy of triterpenoids across different *KEAP1* and *NRF2* genotypes.

Future directions for pre-clinical work on this project should involve more mechanistic investigations to delineate the specific cellular contributors to the observed immune modulation. One promising approach would be the use of cell type-specific knockouts of the NRF2 pathway, particularly in macrophages, to establish causality in the context of *KEAP1*-mutant tumors. This strategy would allow for the dissection of NRF2’s role within distinct immune cell populations and help to determine whether its activation is necessary and/or sufficient for the observed anti-tumor effects of triterpenoid treatment. Additionally, in vitro co-culture systems modeling interactions between antigen-presenting cells (e.g., macrophages or dendritic cells) and T cells could provide valuable insight into how NRF2 activation influences adaptive immune responses. These models could be used to assess antigen presentation capacity, T cell activation, and cytokine signaling in the presence of pharmacological or genetic NRF2 modulation. Such studies would be particularly informative in understanding how NRF2-driven metabolic and redox changes in innate immune cells shape downstream T cell responses. Together, these future studies would help clarify the cancer- versus the immune-mediated effects of NRF2 activation and may identify new therapeutic targets or biomarkers for stratifying patients likely to benefit from triterpenoid-based therapies.

Despite efficacy in pre-clinical models, the development of NRF2-activating triterpenoids for cancer treatment has been limited. Two United States-based clinical trials using CDDO-Me for cancer indications have been completed. In a phase I trial assessing CDDO-Me in 44 refractory cancer patients (NCT00529438), two patients had objective responses and ten stable disease [69]. Notably, lung cancer was underrepresented in this study. Due to an incidental finding of improved renal function, clinical development shifted toward chronic kidney disease as the primary indication instead of cancer. Despite this, the authors noted that clinical development in cancer may still be feasible, as even in these refractory patients some stable disease was observed. In a combination phase I/II trial for patients with nonresectable pancreatic adenocarcinoma (NCT00529113), the use of CDDO-Me in combination with gemcitabine therapy promoted immunostimulatory activity [70]. Although, after phase I of this study was completed, it was terminated by the sponsor to pursue other indications. Discontinuation of the clinical development of CDDO-Me has decreased enthusiasm for triterpenoids in cancer treatment, as the clinical course toward therapeutic management of chronic kidney disease was also terminated (NCT03749447). However, in 2023, omaveloxolone was approved by the FDA [30]. After patients experienced significant neurological improvement in the MOXIe trial (NCT02255435) [71], omaveloxolone earned its indication for the clinical management of Friedreich’s Ataxia. With a safer synthetic triterpenoid available for clinical use, it may be time to revisit triterpenoids in cancer therapy.

Our studies here suggest that triterpenoids remain effective for pre-clinical cancer treatment. We have identified a plausible, macrophage-related biological regulation by which the immune microenvironment can be reinvigorated, regardless of the cancer’s *KEAP1* status. In turn, immune stimulation yielded decreased tumor growth. These findings, in combination with safe and viable drug candidates like CDDO-Me or omaveloxolone, warrant further investigation into their clinical utility.

## 5. Conclusions

Taken together, both CDDO-Me and omaveloxolone decreased tumor growth regardless of cancer genotype, and these findings were correlated with beneficial changes to the immune microenvironment. These data support the notion that despite possessing a *KEAP1* mutation, lung cancer may still be effectively treated with an NRF2 pathway activator and the beneficial anti-tumor effects are likely mediated through cancer cell-independent immune regulation.

## Figures and Tables

**Figure 1:**
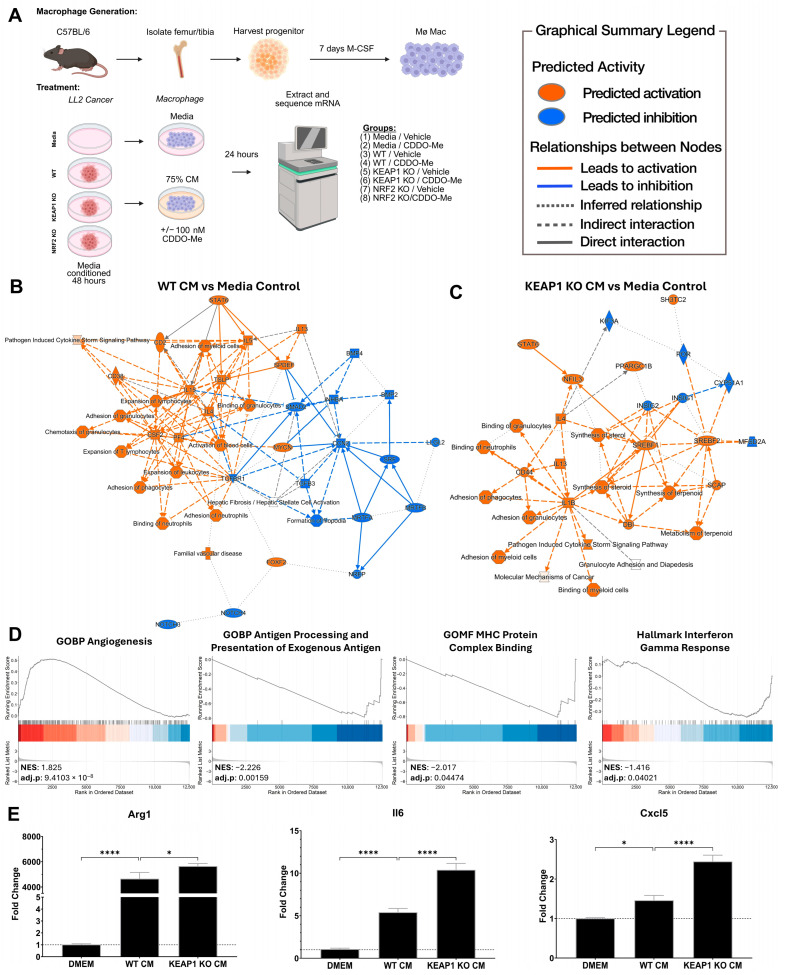
KEAP1 KO lung cancer cells direct pro-tumor polarization of bone marrow-derived macrophages. (**A**) Overall study design for macrophage isolation, differentiation, and treatment. (**B**,**C**) Qiagen IPA graphical summaries of selected bone marrow-derived macrophage (BMDM) RNA sequencing differentially expressed gene contrasts. n = 3 per group. (**B**) LL2 WT cancer conditioned media (CM)-treated BMDM compared against base media control BMDM. (**C**) *KEAP1* KO CM-treated BMDM compared against base media control BMDM. (**D**) Selected gene set enrichment analysis plots for direct comparison of *KEAP1* KO CM-treated BMDM vs. LL2 WT CM-treated BMDM. (**E**) BMDM mRNA expression verification by PCR for macrophage targets and the indicated CM-treatment. Data are mean +/− SE. n = 5. Graphs in (**B**,**C**) are colored by Z-Scores: orange = predicted activation (+) and blue = predicted inhibition (−). Significance determined by one-way ANOVA with Dunnett post hoc test. * = *p* < 0.05 and **** = *p* < 0.0001. (**A**) Created in BioRender. Occhiuto, C. (2025) https://BioRender.com/aka3rm1.

**Figure 2:**
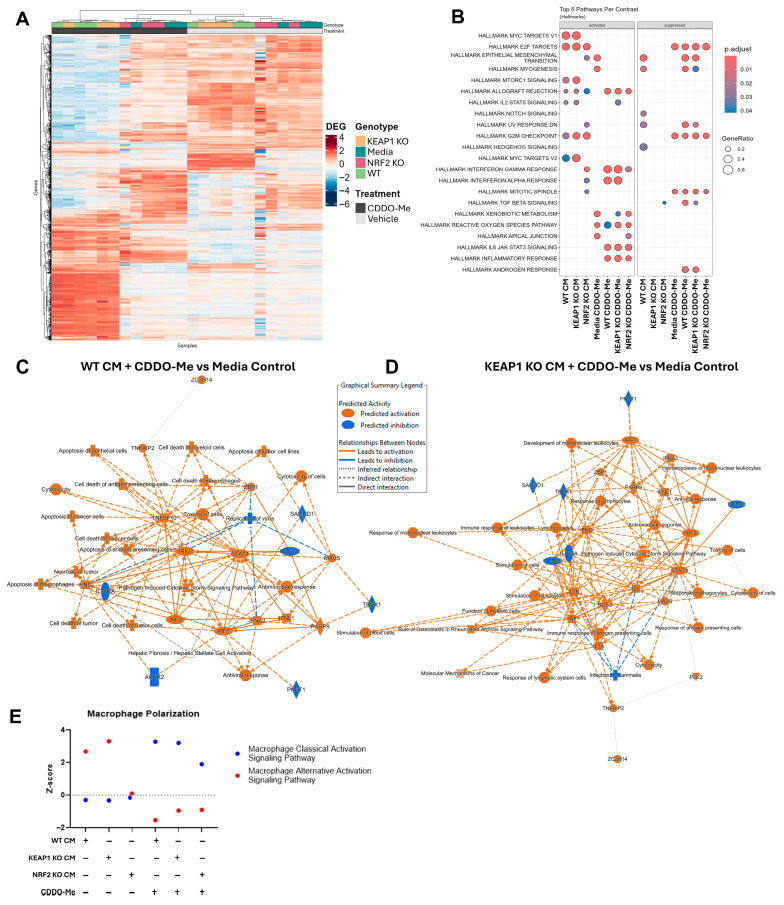
CDDO-Me promotes an anti-tumor macrophage phenotype. (**A**) Heatmap of the top differentially expressed genes in each group meeting a log2-fold change cutoff of +/−1 and *p* < 0.05. (**B**) Top five GSEA enrichments for each group using the mouse “Hallmark” Molecular Signatures Database gene sets. (**C**,**D**) Qiagen IPA graphical summaries of selected BMDM RNA sequencing differentially expressed gene contrasts. (**C**) LL2 WT cancer CM + 100 nM CDDO-Me-treated BMDM compared to media control BMDM. (**D**) *KEAP1* KO CM + 100 nM CDDO-Me-treated BMDM compared to media control BMDM. (**E**) Macrophage polarization status defined by Qiagen IPA canonical pathways for “Classical” and “Alternative” Activation Signaling Pathways. All differentially expressed gene contrasts were compared to media control BMDM.

**Figure 3:**
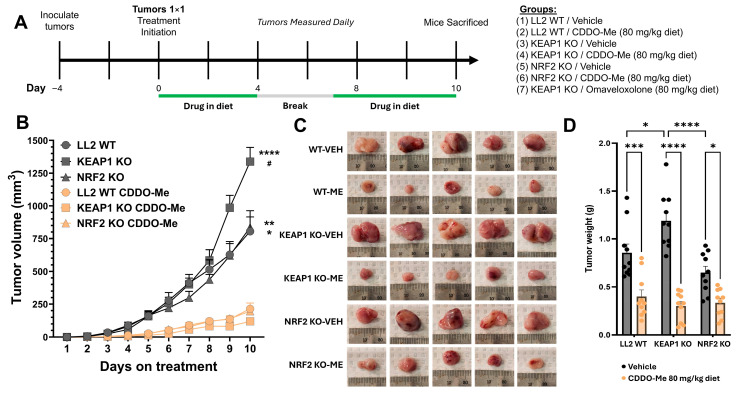
CDDO-Me attenuates tumor growth in both LL2 WT and KEAP1 KO flank tumor models. (**A**) Study design and treatment scheme for C57BL/6 flank tumor model. (**B**) Tumor volume over days of treatment. Tumor volume calculated by ½(*l* × *w* × *h*). *h* = ½(*l* + *w*). (**C**) Representative gross tumor images at takedown. (**D**) Tumor weights for each treatment group immediately after tissue harvesting. Significance determined by two-way ANOVA and Tukey HSD post hoc test. * = *p* < 0.05 and ** = *p* < 0.01. *** = *p* < 0.001 and **** = *p* < 0.0001. For (**B**), * = vs. CDDO-Me for tumor type and # = *p* < 0.05 vs. WT vehicle. Data are mean +/− SE. n = 10 mice per group. VEH = vehicle; ME = CDDO-Me treatment.

**Figure 4:**
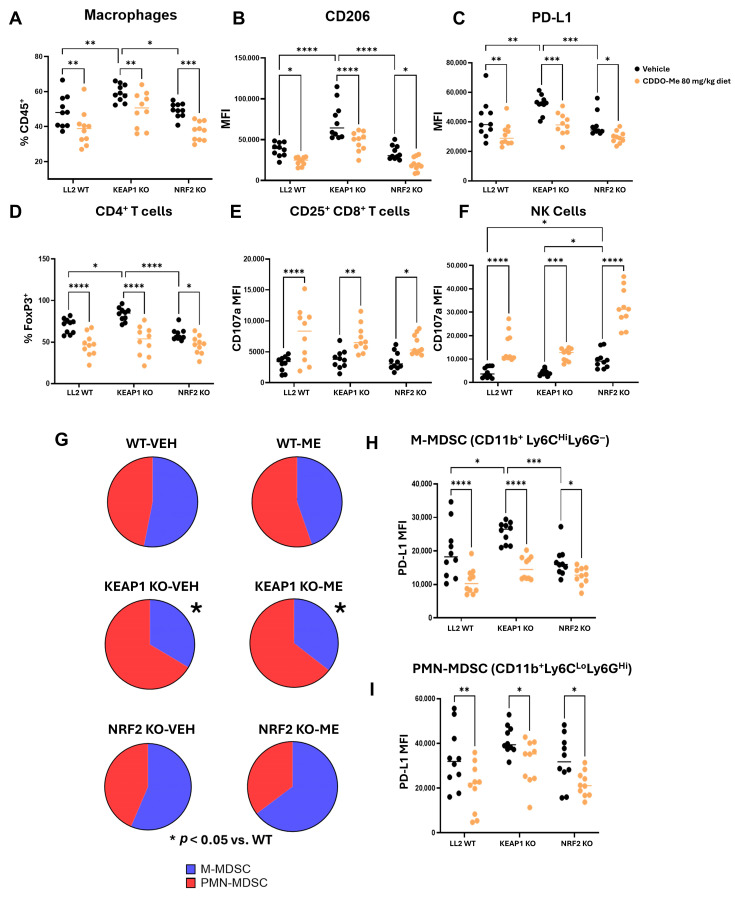
The immunosuppressive KEAP1 KO microenvironment reverts with CDDO-Me treatment. Flow cytometry analysis of the flank tumors in Figure 3. (**A**) Macrophage abundance as a proportion of CD45^+^ cells within flank tumors, and their expression of (**B**) CD206 and (**C**) PD-L1. Lymphoid compartment expression for (**D**) CD4^+^ T cell FoxP3, (**E**) activated CD8^+^ T cell CD107a, and (**F**) NK CD107a. (**G**–**I**) Assessment of myeloid-derived suppressor cells (MDSC). (**G**) Monocytic-MDSC (M-MDSC) and polymorphonuclear-MDSC (PMN-MDSC) as a proportion of total MDSC. PD-L1 expression on (**H**) M-MDSC and (**I**) PMN-MDSC. Significance determined by two-way ANOVA and Tukey HSD post hoc test. (**G**) used a Z-test to determine significance. * = *p* < 0.05, ** = *p* < 0.01. *** = *p* < 0.001, and **** = *p* < 0.0001. Median of the data is indicated by horizontal line. n = 10 mice per group. VEH = vehicle; ME = CDDO-Me treatment.

**Figure 5:**
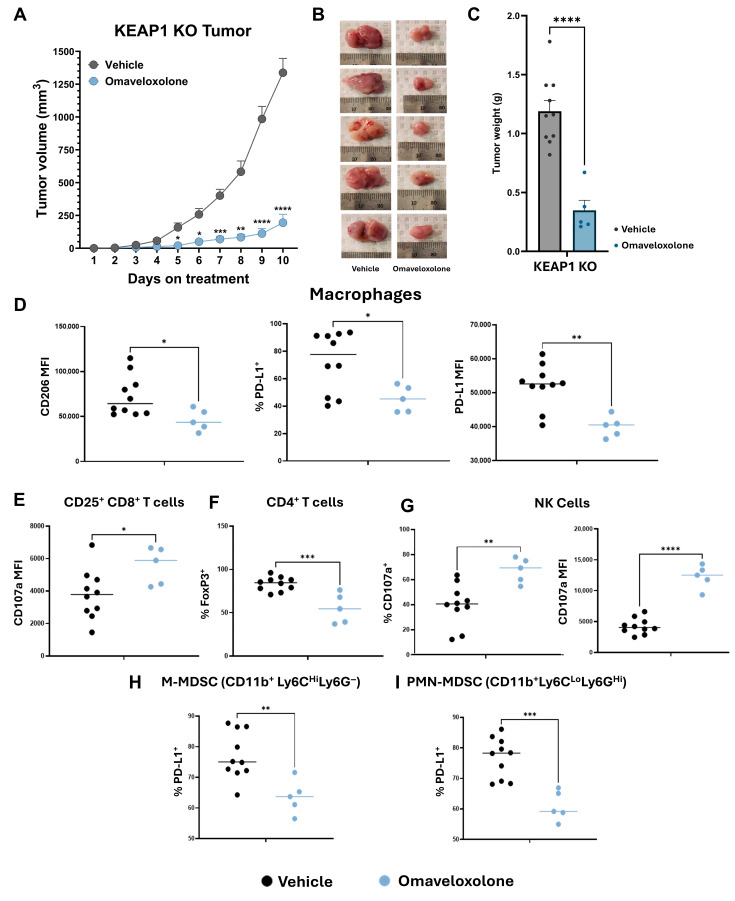
Omaveloxolone promotes an anti-tumor microenvironment in KEAP1 KO flank tumors. Treatment results from the study outlined in Figure 3 for *KEAP1* KO cancer—vehicle vs. 80 mg/kg diet omaveloxolone. (**A**) Tumor growth in *KEAP1* KO flank tumors for duration of treatment. Vehicle cohort is the same as *KEAP1* KO in Figure 3 (**B**) Gross tumor size and morphology (vehicle-treated tumors re-printed from Figure 3) and (**C**) tumor weights at takedown. (**D**) CD206 and PD-L1 macrophage surface markers measured by flow cytometry. Lymphoid compartment surface marker expression for (**E**) activated CD8^+^ T cell CD107a, (**F**) CD4^+^ T cell FoxP3, and (**G**) NK CD107a. PD-L1 expression on (**H**) M-MDSC and (**I**) PMN-MDSC. Significance determined by unpaired *t* test. * = *p* < 0.05, ** = *p* < 0.01. *** = *p* < 0.001, and **** = *p* < 0.0001. Median of data is indicated by horizontal line.

## Data Availability

The sequencing data generated in this study are available from the Gene Expression Omnibus (GEO), a publicly available data repository. Data are listed under GEO accession GSE308273. All data and project materials used in this study, including cell lines, will be available upon request. Request fulfillment will be made in accordance with the NIH Grant Policy on Sharing of Unique Research Resources (https://grants.nih.gov/grants/policy/nihgps/html5/section_8/8.2.3_sharing_research_resources.htm, accessed on 12 September 2025).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox14121406/s1, Table S1: Differentially Expressed Genes vs. Media Control_All Comparisons; Table S2: Qiagen IPA Result Z-Scores vs. Media Control_All Comparisons; Table S3: Differentially Expressed Genes KEAP1 KO vs. WT; Table S4: GSEA Hallmark Pathways KEAP1 KO vs. WT; Table S5: GSEA Ontology Enrichment KEAP1 KO vs. WT; Table S6: GSEA Hallmark Pathways vs. Media Control_All Comparisons; Figure S1: Mouse Body Weights; Figure S2: Overall Immune Cell Abundances.

## Abbreviations

The following abbreviations are used in this manuscript:

TIME	Tumor immune microenvironment
KEAP1	Kelch-like ECH-associated protein 1
NRF2	Nuclear factor erythroid 2-related factor 2
ROS	Reactive oxygen species
LL2	Lewis lung carcinoma
WT	Wild type
KO	Knockout
BMDM	Bone marrow-derived macrophage
M-CSF	Macrophage colony-stimulating factor
SREBP	Sterol Regulatory Element-Binding Protein
CM	Cancer conditioned media
PMN-MDSC	Polymorphonuclear myeloid-derived suppressor cell
M-MDSC	Monocytic myeloid-derived suppressor cell
VEH	Vehicle treatment group
ME	CDDO-Me treatment group

# Supplementary material for: Synthetic Oleanane Triterpenoids Reduce Tumor Growth and Promote an Anti-Tumor Immune Response Independent of Cancer KEAP1 Mutational Status
**Source:** Antioxidants (Basel). 2025 Nov 26;14(12):1406. doi: 10.3390/antiox14121406
**Supplement:** Supplementary file 1

## Slide 1
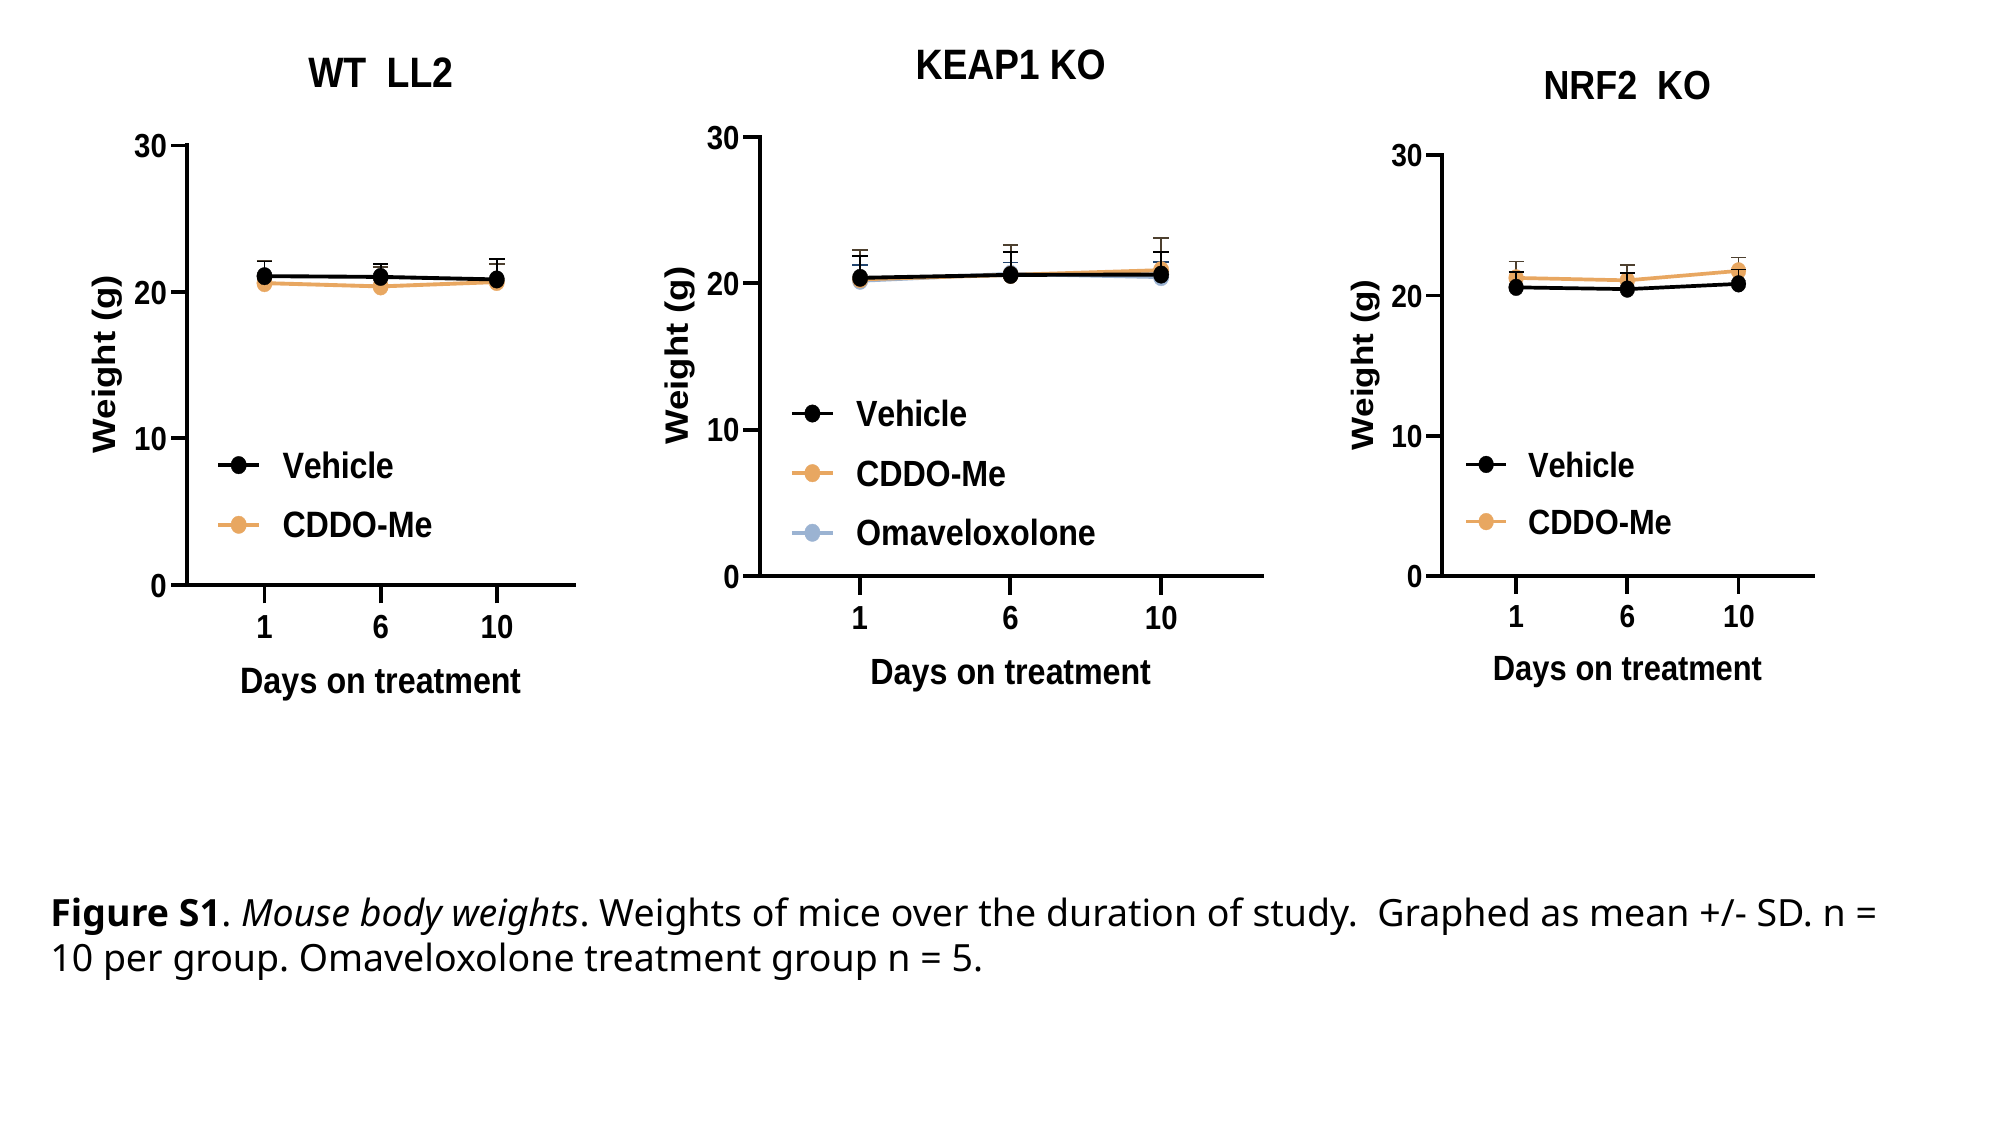

Figure S1. Mouse body weights. Weights of mice over the duration of study. Graphed as mean +/- SD. n = 10 per group. Omaveloxolone treatment group n = 5.

# Supplementary material for: Synthetic Oleanane Triterpenoids Reduce Tumor Growth and Promote an Anti-Tumor Immune Response Independent of Cancer KEAP1 Mutational Status
**Source:** Antioxidants (Basel). 2025 Nov 26;14(12):1406. doi: 10.3390/antiox14121406
**Supplement:** Supplementary file 1

## Slide 1
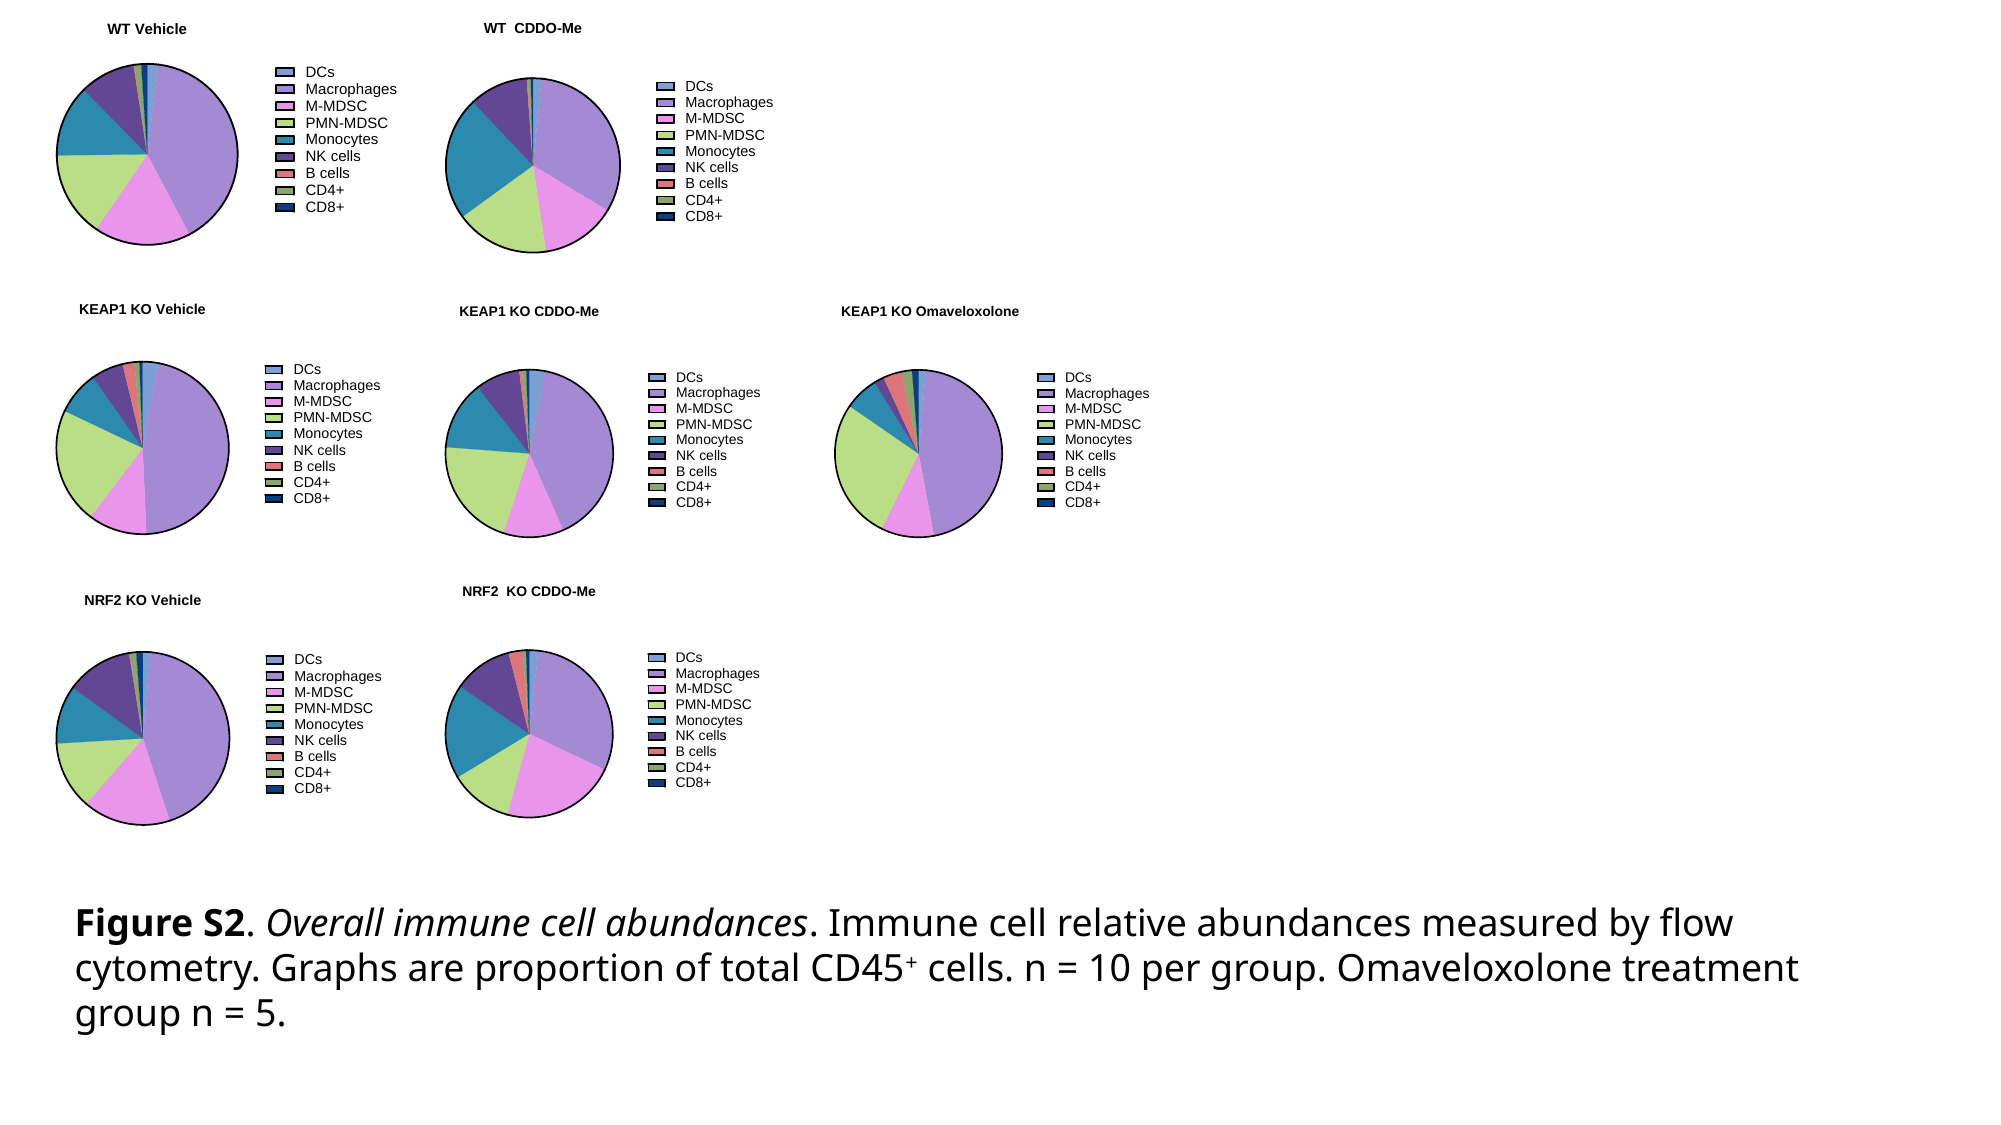

Figure S2. Overall immune cell abundances. Immune cell relative abundances measured by flow cytometry. Graphs are proportion of total CD45+ cells. n = 10 per group. Omaveloxolone treatment group n = 5.

How the deposited data were processed for this re-analysis (not part of the article)

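RNA from 24 libraries of primary murine BMDMs was measured, with 3 libraries in each of 8 groups: control media, WT CM, KEAP1 KO CM and NRF2 KO CM, each with vehicle or CDDO-Me. Each library was assigned to its group and replicate number from its sample label. The authors had poly-A libraries sequenced by Novogene, quantified them with Kallisto on GRCm39 transcripts, and compared groups with limma after a low count filter and TMM normalization. The deposited values are TPM for 35770 gene names, without the number of reads, although the file is named as counts. The total TPM per library, from 999365 to 999801, is fixed by the unit, so the depth per library is unknown, and no interval or floor that needs the depth is given. A single line of values without a gene name was left out.

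The quasi-likelihood test of edgeR on counts, named in the design set before the values were seen, was not used, since the unit is TPM. For the same reason DESeq2 and limma-voom were not used, and limma was run on log2 values in their place. TPM were divided by factors from trimmed means of M values, computed without weights with trims of 30% on M and 5% on A, and log2 of the scaled TPM plus a pseudocount of 1 was taken. Genes with TPM above 1 in at least 3 of the fitted libraries were tested, 13661 genes for 24 libraries and 12330 for the 6 libraries of KEAP1 KO/vehicle and WT/vehicle BMDMs. Moderated statistics came from limma's eBayes with a trend on the mean level, with 16 residual degrees of freedom for the 24-library fit and 4 for the 6-library fit. The fit of 6 libraries was used for KEAP1 KO/vehicle against WT/vehicle since the statistics of Table S3 imply about as few degrees of freedom. The p-values are two-sided, were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, and were compared with 0.05. Interaction contrasts tested whether the effect of CDDO-Me differed between KEAP1 KO CM and WT CM, and between each CM and media.

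Of 15 gene sets written by hand without reference to the values, 13 were tested with fgsea on the log2 fold changes, with sets of 8 to 500 genes, a lower limit of p of 1e-10 and seed 11. A further 11 Reactome sets supplied with fgsea were adjusted as a separate family and were run under these settings only. Permutation of genes does not account for correlation between the genes of a set or for the number of replicates. Named genes were every gene the paper names that the file lists, up to 5 genes with the largest rise and up to 5 with the largest fall per comparison, and up to 6 members with the smallest adjusted p for each reported set. The genes with the largest changes had to pass the threshold, to have a mean of at least 1 TPM over both groups, and to have no overlap between the groups. The text prints part of these genes, and some results under this rule are not reported here.

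Clustering used Euclidean distances of centred and scaled log2 values with complete linkage. Coordinates are those of the GENCODE annotation of GRCm39, the build of the authors. Reference names on the earlier build were used for gene names only. The alternatives were another scaling (RLE), no scaling, no filter, a stricter filter, other pseudocounts, limma without a trend, array weights, a replicate block, fits of the compared groups alone or of all 24 libraries, each library left out in turn, the libraries with few genes detected left out, and, for gene sets, ranking by the moderated statistic and limma's camera with an inter-gene correlation of 0.01. IPA, the MSigDB and GO sets, and Table S5 were not used here. The software was R 4.3.3, limma 3.58.1, fgsea 1.28.0, Python 3.11.15 and matplotlib 3.10.9.

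The fits were tested on simulated data. Changes were planted only in genes above a set mean level in media/vehicle. Noise was drawn independently for each library with 1 spread per gene, without a replicate effect or libraries of low detection. The rates below therefore do not carry over to genes of low level or to data with those features. With 24 libraries, 81 of 100 genes planted at a log2 fold change of 1 and 100 of 100 planted at 2 were called, with 14 calls among 12911 unchanged genes. With 6 libraries, 69 and 93 of 100 were called, with 5 calls among 12201 unchanged genes. With no planted difference, 0 genes were called, and 4.97% and 5.42% of genes had an unadjusted p under 0.05.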

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

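The tests of the fibroblast covariate on the antigen presentation, interferon gamma, cholesterol synthesis and cell cycle genes were chosen only after the results were seen, as were the means left after the length and GC fit and with the covariate for the interferon gamma genes and the fits without both NRF2 KO CM replicate 3 libraries. Splits of the samples are given as the number of splits, out of 4, with a result as large, the real split included. They exchange replicates between groups so that as many same-numbered pairs are parted as in the real comparison, while the splits left out would part fewer pairs. The other splits keep part of the real difference, so a set whose genes move together has a large NES in them too, and a high number of splits does not count against it. With 4 splits the share cannot fall below 0.05, so no split count here can rule out a chance arrangement.

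The effect of CDDO-Me differed between CM and media. It differed for 2055 genes with WT CM (1134 higher, 921 lower) and for 2014 genes with KEAP1 KO CM (1145 higher, 869 lower), in 1 of 4 splits each, and no gene passed in the other splits. For WT CM the NES of this difference was 2.63 for interferon gamma response genes (30 of 30 higher, by 5.22 on average), 2.54 for interferon alpha response genes, 2.26 for classical activation genes, -2.29 for alternative activation genes (3 of 21 higher) and -1.82 for NRF2 targets (4 of 21 higher). For KEAP1 KO CM it was 2.63, 2.53, 2.28 and -2.39 for the first 4 of these sets. In this order, 4, 3, 2, 2 and 3 of 4 splits gave an NES as large for WT CM and 4, 3, 2 and 2 of 4 for KEAP1 KO CM. The NES of the NRF2 targets for KEAP1 KO CM was -1.16 (adjusted p = 0.236), and 4 of 4 splits gave one as large.

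For the interferon gamma response genes the technical explanations were tested. Without scaling between libraries and less the median of all genes, the mean difference was 5.24 for WT CM and 5.47 for KEAP1 KO CM. The log2 share of TPM left to genes outside the most abundant ones differed by 0.00 and -0.01. After subtraction of a loess fit on gene length and GC content the mean difference was 5.20 and 5.42, from 5.22 and 5.46, with an adjusted p of 4.3e-10 and 6.5e-10 (NES 2.56 and 2.57, 30 of 30 members). With the fibroblast marker mean as a covariate it was 5.12 and 5.35, with an adjusted p of 6.5e-10 for both (NES 2.68 and 2.67). The adjusted p and the NES are near the limit the method can give, so they decide neither test. The length and GC fit moved the values little, since over all genes it ranged only from -0.20 to 0.07 and from -0.18 to 0.10. Reads shared between paralogs could not be tested, since 3 members were left for WT CM and 3 for KEAP1 KO CM without paralogs. The pattern therefore cannot be told apart from reads shared between paralogs. The other sets were not tested against these explanations. An effect of CDDO-Me that depends on factors in the CM may account for the pattern, as a hypothesis.

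The effect of CDDO-Me also differed between KEAP1 KO CM and WT CM for 2 sets. The NES was 1.83 for interferon gamma response genes (adjusted p = 0.00865, 25 of 30 higher, by 0.24 on average) and 2.08 for NRF2 targets (adjusted p = 0.000142, 21 of 21 higher, by 0.42 on average), in 1 of 4 splits each. No single gene passed, with 225 at an unadjusted p under 0.05. The adjusted p of the interferon gamma set ranged up to 0.15 and that of the NRF2 targets up to 0.022 over the alternatives. The interferon gamma set was lower with KEAP1 KO CM than with WT CM under vehicle, and its NES between the 2 CDDO-Me groups was 1.09, with 4 of 4 splits as large. Technical explanations were not tested for these 2 differences.

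Between NRF2 KO CM and media, the effect of CDDO-Me had an NES of 2.18 for classical activation genes (adjusted p = 0.000162, 15 of 18 higher, by 0.48 on average) and of 1.93 for NRF2 targets (adjusted p = 0.00339, 19 of 21 higher, by 0.27 on average), in 1 of 4 splits each. No single gene passed, with 374 at an unadjusted p under 0.05. The replicate 3 libraries of NRF2 KO CM had the fewest genes detected, and without both of them the adjusted p was 0.00076 for the classical activation genes (NES 2.03) and 0.14 for the NRF2 targets (NES 1.41). The classical activation set passed under every setting, with an adjusted p from 6.1e-05 to 0.0072. The NRF2 targets cannot be told apart from library quality, although their NES also fell to 1.49 without media/vehicle replicate 3. Other technical explanations were not tested for these sets, and no biological explanation was tested.

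Signals in genes the paper's text does not discuss, although Table S4 lists related sets (epithelial mesenchymal transition, E2F targets), were seen between KEAP1 KO/vehicle and WT/vehicle BMDMs. Fibroblast marker genes had an NES of 2.23 (adjusted p = 1.4e-07, 21 of 21 higher, by 0.42 on average) and cell cycle genes of 2.29 (adjusted p = 9.33e-09, 27 of 28 higher, by 0.38 on average), in 1 of 4 splits each. The fibroblast marker mean was 5.67, 6.07 and 5.28 in the WT/vehicle libraries and 6.19, 6.37 and 5.67 in the KEAP1 KO/vehicle libraries. A candidate explanation is RNA from fibroblasts in the cultures. Without the 14 of 24 angiogenesis genes that follow the markers, the angiogenesis set had an adjusted p of 0.43 (NES -1.06), and with the marker mean as a covariate it had 0.3 (NES 1.22). With that covariate the adjusted p was 0.82 for interferon gamma response genes (NES 0.74), 0.68 for MHC class II genes (0.96), 0.69 for MHC class I genes (-0.91) and 0.13 for cell cycle genes (1.56), while cholesterol synthesis genes had an adjusted p of 8.5e-07 (2.35). The covariate itself differs between the groups and takes a degree of freedom from 6 libraries, so a loss of significance with it cannot separate fibroblast RNA from an effect of KEAP1 KO CM on the macrophages. The angiogenesis genes left out were picked by r in the other 18 libraries, but Lox is in both sets and any gene that follows the markers would rise with them, so that test cannot separate the explanations either.

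The NRF2 targets rose with CDDO-Me in every medium. The paper's text gives no NRF2 result for these data, but its Table S2 lists NRF2 pathways with positive Z-scores in all CDDO-Me groups, while its Z-score for NFE2L2 as an upstream regulator is below 0 with WT CM. The NES against media/vehicle was 2.43 in media, 2.03 with WT CM, 2.09 with KEAP1 KO CM and 2.50 with NRF2 KO CM, and 2, 3, 3 and 3 of 4 splits gave an NES as large. The mean log2 level of these genes was 7.02 ± 0.17 (SD, n = 3) in media/vehicle and 9.10 ± 0.27, 8.24 ± 0.09, 8.59 ± 0.20 and 9.16 ± 0.19 in the same order with CDDO-Me. Activation of NRF2 by CDDO-Me in the macrophages is a hypothesis, for which no technical explanation was tested.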

How the results depend on the processing

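The gene sets, named genes and comparisons were chosen before the data were examined, as were RLE normalization, no filter, the replicate block, the fits of fewer or more groups, the left-out libraries, the ranking by the moderated statistic and camera. Array weights, the other pseudocounts, the mean TPM of at least 5, no scaling, no trend and the exclusion of low-detection libraries were chosen after the data were seen. For every change given here the cause was not tested. DESeq2 and limma-voom, which need counts, were not run, filterByExpr was not run, and RLE and no filter were not run for the gene sets.

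Both clustering results had the same value in all 18 comparisons. Without replicate 3, the branch counted held the media and NRF2 KO CM/CDDO-Me libraries in place of the WT and KEAP1 KO CM/CDDO-Me libraries. For the 16 counts of genes, 223 of 291 comparisons with an alternative were within 1.5 times the count, 20 were below and 48 above. Of 74 gene set results, 47 never changed direction or side of the threshold and 10 reversed under some alternative. Of 181 named gene results, 121 never changed and 14 reversed. With RLE all 16 counts and 181 genes were the same. Of the gene set comparisons 36 lost and 36 gained significance and 28 reversed, and of the gene comparisons 64, 64 and 36. The replicate block leaves the ranking by fold change as it was, so it cannot move the gene sets.

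With the replicate block, the number of genes was 1734 for WT/vehicle, 1770 for KEAP1 KO/vehicle, 4 for NRF2 KO/vehicle, 1466 for media/CDDO-Me and 2172 for NRF2 KO CM/CDDO-Me against media/vehicle, 50 for KEAP1 KO/vehicle against WT/vehicle and 28 for KEAP1 KO CM/CDDO-Me against WT CM/CDDO-Me. With only the 2 compared groups fitted, it was 2044, 2186, 0, 1606 and 732 for the same 5 groups against media/vehicle, 0 for KEAP1 KO CM/CDDO-Me against WT CM/CDDO-Me and 142 for NRF2 KO CM/CDDO-Me against its vehicle. The interferon gamma set in media/CDDO-Me then had an NES of -1.55, and the alternative activation set between KEAP1 KO and WT CM/CDDO-Me of -1.64. With the 4 groups of an interaction fitted, 3684 genes differed for WT CM and 3450 for KEAP1 KO CM against media, and the alternative activation set had an NES of 0.67 in place of -0.91 for NRF2 KO CM against media.

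With array weights, the counts against media/vehicle were 4126, 5024 and 8 for the WT, KEAP1 KO and NRF2 KO vehicle groups, and 3590, 6836, 5800 and 3901 for the media, WT, KEAP1 KO and NRF2 KO CDDO-Me groups. They were 446 and 213 for KEAP1 KO against WT CM with vehicle and CDDO-Me, 7140, 7017 and 3033 for CDDO-Me against vehicle in WT, KEAP1 KO and NRF2 KO CM, and 18, 5394, 5376 and 7 for the interactions of KEAP1 KO CM with WT CM and of WT, KEAP1 KO and NRF2 KO CM with media. The NES of the alternative activation set was 1.54 in KEAP1 KO CM/CDDO-Me and 1.05, in place of -1.03, in NRF2 KO CM/CDDO-Me. The MHC class I set between KEAP1 KO/vehicle and WT/vehicle had -0.97, and the classical set in the interaction of KEAP1 KO with WT CM had 1.67. In the interaction of NRF2 KO CM with media, the alternative set had 0.47 and the NRF2 targets 1.64. Arg1 in WT CM/CDDO-Me changed from -0.04 to 0.01.

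Without the low-detection libraries, the counts were 2595, 2951, 2118, 6025 and 5809 for WT/vehicle, KEAP1 KO/vehicle, media/CDDO-Me, WT CM/CDDO-Me and KEAP1 KO CM/CDDO-Me against media/vehicle, 48 for KEAP1 KO against WT CM/CDDO-Me, 5926 and 6145 for CDDO-Me against vehicle in WT and KEAP1 KO CM, and 3916 and 4040 for their interactions with media. The alternative set between KEAP1 KO and WT CM/CDDO-Me had -1.78, and Irf3 changed from -0.02 to 0.01 in WT CM/CDDO-Me and to 0.01 in KEAP1 KO CM/CDDO-Me. With no filter, 2 genes passed for NRF2 KO/vehicle, 18 for KEAP1 KO against WT CM/CDDO-Me and 1 for the interaction of NRF2 KO CM with media. Without a trend, 11 genes passed for KEAP1 KO against WT CM/CDDO-Me.

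With no scaling, 0 genes passed for NRF2 KO/vehicle, with 1561 at an unadjusted p under 0.05. The NES was 1.73 for fatty acid synthesis in WT/vehicle, -1.44 for MHC class I and 1.66 for the classical set in the interaction of KEAP1 KO with WT CM, and Mrc1 between KEAP1 KO/vehicle and WT/vehicle changed from -0.05 to 0.02. The share of higher genes was 33.86%, in place of 51.70%, for WT CM/CDDO-Me, and it fell to 37.04% for KEAP1 KO CM/CDDO-Me against media/vehicle, to 48.17% for WT/vehicle, and to 39.13% and 34.63% for CDDO-Me against vehicle in WT and KEAP1 KO CM. It was 46.19% and 40.45% for the interactions of WT and KEAP1 KO CM with media. The median of all genes shifted by -0.17 for WT CM/CDDO-Me, -0.16 for KEAP1 KO CM/CDDO-Me, and -0.12 and -0.17 against their vehicles.

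With a pseudocount of 0.1, 3 genes passed for KEAP1 KO against WT CM/CDDO-Me, and the NES was 1.48 for fatty acid synthesis in WT/vehicle, 1.63 for the classical and 1.15 for the alternative set in NRF2 KO CM/CDDO-Me, -1.55 for MHC class I, 1.57 for interferon gamma in the interaction of KEAP1 KO with WT CM and 1.64 for NRF2 targets in that of NRF2 KO CM with media. With a pseudocount of 0.5, 4 genes passed for KEAP1 KO against WT CM/CDDO-Me, and the alternative set had 1.00 in NRF2 KO CM/CDDO-Me and -1.80 between KEAP1 KO and WT CM/CDDO-Me. With mean TPM of at least 5, 0 genes passed for KEAP1 KO against WT CM/CDDO-Me, and the NES was -1.52 for interferon alpha in media/CDDO-Me, 1.75 for the classical set in NRF2 KO CM/CDDO-Me, -1.71 for the alternative set between KEAP1 KO and WT CM/CDDO-Me and -1.74 for interferon alpha in the interaction of NRF2 KO CM with media.

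Ranked by the moderated statistic, the alternative set had an NES of 1.64 in NRF2 KO/vehicle, 1.48 in WT CM/CDDO-Me, 1.11 in NRF2 KO CM/CDDO-Me and -1.88 between KEAP1 KO and WT CM/CDDO-Me, and the interaction of KEAP1 KO with WT CM had 0.86 for interferon alpha in place of -1.13 and 1.76 for the classical set. With camera the adjusted p, followed by the range over each result's alternatives, was 0.064 (0.0026 to 0.27) for interferon gamma and 1 (0.39 to 1) for the alternative set in media/CDDO-Me, 0.091 (0.0071 to 0.091) for the alternative set in WT CM/CDDO-Me, and 0.068 (0.0058 to 0.068) for the classical and 0.51 (0.39 to 0.66) for the alternative set in NRF2 KO CM/CDDO-Me. It was 0.025 (0.0049 to 0.15) for the alternative set between KEAP1 KO and WT CM/CDDO-Me and 0.0017 (0.0017 to 0.59) for the classical set in their interaction. The alternative set reversed with camera in media/CDDO-Me and in NRF2 KO CM/CDDO-Me.

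Across the fits that each left out 1 replicate, the number of genes ranged from 606 to 723 for WT/vehicle, 666 to 873 for KEAP1 KO/vehicle, 0 to 2 for NRF2 KO/vehicle, 516 to 605 for media/CDDO-Me and 930 to 1350 for NRF2 KO CM/CDDO-Me against media/vehicle. It ranged from 0 to 1 for KEAP1 KO against WT vehicle, 2 to 25 for KEAP1 KO against WT CM/CDDO-Me, and 0 to 1 for the interactions of KEAP1 KO with WT CM and of NRF2 KO CM with media. The NES ranged from 1.57 to 1.91 for fatty acid synthesis in WT/vehicle and from -0.87 to 1.34 for lymphocyte expansion in KEAP1 KO/vehicle. In media/CDDO-Me it ranged from -1.89 to -1.31 for interferon gamma and -1.79 to -1.53 for interferon alpha, in KEAP1 KO CM/CDDO-Me from 1.40 to 1.65 for the alternative set, and in NRF2 KO CM/CDDO-Me from -1.58 to -1.17 for interferon alpha and -1.08 to 1.04 for the alternative set. Between KEAP1 KO/vehicle and WT/vehicle it ranged from -1.92 to -1.34 for MHC class I, -2.28 to -1.44 for MHC class II, -2.22 to -1.24 for interferon gamma and -1.71 to 0.99 for the alternative set. Between KEAP1 KO and WT CM/CDDO-Me it ranged from -0.90 to 1.31 for interferon gamma, -1.95 to 1.49 for interferon alpha, 1.25 to 2.03 for the classical and -1.87 to -1.29 for the alternative set. For NRF2 KO CM/CDDO-Me against its vehicle the classical set ranged from 1.59 to 1.76. In the interaction of KEAP1 KO with WT CM the range was 1.37 to 2.12 for interferon gamma, -1.71 to 1.53 for interferon alpha and -1.0 to 1.88 for the classical set, and in that of NRF2 KO CM with media -0.93 to 1.26 for interferon gamma, -1.08 to 0.84 for the alternative set and 1.49 to 2.16 for NRF2 targets.

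A fit without 1 library parts a same-numbered pair. With both libraries of 1 replicate number left out, chosen after seeing the values, the NES ranged from 0.81 to 1.43 for lymphocyte expansion in KEAP1 KO/vehicle. Between KEAP1 KO/vehicle and WT/vehicle it ranged from -1.97 to -1.25 for MHC class I, -2.15 to -2.0 for MHC class II, -2.19 to -1.70 for interferon gamma and -1.30 to -1.17 for the alternative set. Between KEAP1 KO and WT CM/CDDO-Me it ranged from -0.85 to 1.19 for interferon gamma, -1.47 to -0.71 for interferon alpha, 1.68 to 1.95 for the classical and -1.83 to -1.48 for the alternative set. The interactions were not run this way.

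The single genes that reversed in the fits without 1 library ranged, on the log2 scale, from -0.04 to 0.23 for Il6 in WT/vehicle, -0.14 to 0.06 for Irf7 in media/CDDO-Me, -0.11 to 0.05 for Irf3 and -0.11 to 0.04 for Arg1 in WT CM/CDDO-Me, and -0.10 to 0.06 for Irf3 in KEAP1 KO CM/CDDO-Me. Between KEAP1 KO/vehicle and WT/vehicle, Mrc1 ranged from -0.14 to 0.03 and Cd274 from -0.38 to 0.01. Between KEAP1 KO and WT CM/CDDO-Me, the range was -0.09 to 0.02 for Irf1, -0.40 to 1.06 for Nos2, -0.18 to 0.13 for Mrc1 and -0.13 to 0.06 for Cd274. Cd274 ranged from -0.41 to 0.15 in NRF2 KO CM/CDDO-Me against its vehicle, and in the interaction of KEAP1 KO with WT CM Cd274 ranged from -0.05 to 0.36 and Nos2 from -0.42 to 1.04.

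Other splits of the samples were compared with the real one. For 13 of the 16 counts, 1 of 4 splits, the real one, gave as many genes, and the largest count in another split was 1 gene. For the other 3 counts, all of them 0, all 4 splits gave as many. For the gene sets, 28 results had 1 of 4 splits with an NES as large, 15 had 2, 19 had 3 and 12 had 4, and since the other splits keep part of the real difference, these numbers say little about a set. The depth per library is unknown, so its effect on genes of low level was not examined.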

Differences from the paper's values

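Apart from the alternatives named here, no cause was tested for the differences from the paper. Of 53 log2 fold changes that Tables S1 and S3 list for genes named here, all 53 had the paper's sign and 11 differed from the paper's value, each of them larger in size in the paper. For Retnla the paper's values are 15.52 for WT/vehicle and 15.08 for KEAP1 KO/vehicle against media/vehicle, and the values here were 11.14 and 10.56. The media/vehicle libraries are listed at 0 for Retnla, so both values are bounded by the pseudocount. For Arg1 the paper's values are 12.08, 12.59 and 1.81 for WT/vehicle, KEAP1 KO/vehicle and NRF2 KO/vehicle, and those here were 9.15, 9.68 and 0.43. For Cx3cr1 they are -6.69 and -5.81 in the paper against -4.00 and -3.84 for WT/vehicle and KEAP1 KO/vehicle. For Cd40 they are 1.75 and 1.69 in the paper against 1.60 and 1.49, for Icosl in WT/vehicle -1.13 in the paper against -0.88, and for Il6 in KEAP1 KO/vehicle 1.23 in the paper against 0.31. Of the alternatives set before the data were examined, only the fits without 1 replicate brought any of these values within the error of the paper's. Icosl was -0.97 without media/vehicle replicate 2, and Il6 was 0.44 without media/vehicle replicate 1 and 0.35 without KEAP1 KO CM/vehicle replicate 2. None did so for the other 9. With a pseudocount of 0.1, chosen after seeing the values, Cd40 was 1.76 in WT/vehicle and 1.64 in KEAP1 KO/vehicle, Icosl was -1.07, Cx3cr1 in KEAP1 KO/vehicle was -5.44, Arg1 in NRF2 KO/vehicle was 1.04 and Il6 was 1.02, all within the error of the paper's values. A pseudocount of 0.5, chosen after seeing the values, gave 1.69 for Cd40 in WT/vehicle, -0.98 for Icosl and 0.50 for Il6, and array weights, also chosen after seeing the values, gave 1.58 for Cd40 in KEAP1 KO/vehicle. With the pseudocount of 0.1, Retnla was 14.46 and 13.88, Arg1 in WT/vehicle 11.36 and Cx3cr1 in WT/vehicle -6.03, still outside the error.

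The paper's tables list 358 genes with an adjusted p under 0.05 for NRF2 KO/vehicle against media/vehicle, and 1 passed here, with 1659 at an unadjusted p under 0.05. No alternative reached the paper's count. For KEAP1 KO/vehicle against WT/vehicle the paper lists 64 genes and 0 passed here, with 788 at an unadjusted p under 0.05. The replicate block, set before the data were examined, gave 50 genes, within 1.5 times the paper's count, but only 3 of the 54 genes the paper calls and that were tested here were among them. Array weights, chosen after seeing the values, gave 446 genes, with 35 of those 54. Since the tables list part of the genes, the paper's counts are lower bounds. For WT/vehicle and KEAP1 KO/vehicle against media/vehicle, the paper's 1432 and 1555 genes were within 1.5 times the 1003 and 1087 here. Of the paper's genes tested here, 754 of 1422 passed for WT/vehicle, 1023 with the block and 1325 with array weights. For KEAP1 KO/vehicle, 821 of 1542 passed, 1065 with the block and 1479 with array weights, and for NRF2 KO/vehicle 1 of 356 passed, 3 with the block and 7 with array weights. In each of these, array weights were chosen after seeing the values. The log2 fold changes had the paper's direction for 99.80%, 99.90%, 98.32% and 99.82% of the listed genes in the 4 comparisons, in the order WT, KEAP1 KO and NRF2 KO against media and KEAP1 KO against WT.

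The paper describes the CDDO-Me groups as 1 cluster. Here 6 of the 12 CDDO-Me libraries, those with WT and KEAP1 KO CM, formed 1 branch and the 6 with media and NRF2 KO CM another, and no alternative placed more than 50.00% of them in a branch without vehicle libraries. The paper describes a stronger pro-tumor phenotype with KEAP1 KO CM than with WT CM. Here the alternative activation set had an NES of -1.30 between these groups (adjusted p = 0.182), and with 1 same-numbered pair left out, chosen after seeing the values, it ranged from -1.30 to -1.17. Other parts of that phenotype went in the paper's direction. The angiogenesis set was higher and the MHC class I, MHC class II and interferon gamma sets were lower, although none of these passed with the fibroblast marker covariate. The cholesterol and fatty acid synthesis sets were higher, each past the threshold in 17 of 17 settings. The cholesterol synthesis set also passed with that covariate (NES 2.35). The paper reports Arg1, Cxcl5 and Il6 as increased with KEAP1 KO CM by RT-qPCR, another measure. In the sequenced libraries Arg1 and Cxcl5 were higher without passing the threshold, and Il6 was below the filter. For WT/vehicle BMDMs the paper reports a predicted activation of lymphocyte expansion functions from IPA. The hand-written set used here, another measure, had an NES of 1.38 (adjusted p = 0.135). The paper describes IRF3 signaling as raised by CDDO-Me, and the Irf3 transcript changed by -0.02 with both CM. The paper describes the interferon response to CDDO-Me as independent of KEAP1 status, from comparisons with media/vehicle. Relative to vehicle in the same CM, another comparison, the interferon gamma set rose slightly more with KEAP1 KO CM (NES 1.83, adjusted p = 0.00865). No single gene passed there, and the vehicle levels were 3.67 with WT CM and 3.50 with KEAP1 KO CM. With CDDO-Me the set was at 8.70 with WT CM and 8.77 with KEAP1 KO CM, and its NES between the CDDO-Me groups was 1.09 (adjusted p = 0.37). Between these groups the classical activation set had an NES of 1.94 (adjusted p = 0.000493), and with 1 same-numbered pair left out, chosen after seeing the values, it ranged from 1.68 to 1.95. The paper describes SCAP as activated with KEAP1 KO CM, and the Scap transcript changed by -0.21. The signaling the paper reports is a prediction from target genes, for which the transcript is another measure.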

Other observations

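Of the tests here (library quality, block against covariate, correlations), only the fits without 2 NRF2 KO CM libraries were chosen after the result was seen.

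Cd274, which encodes PD-L1, rose with CDDO-Me and CM in vitro. It was at 24.0 ± 1.09 TPM (SD, n = 3) in media/vehicle, 354 ± 32.6 TPM with WT CM/CDDO-Me and 349 ± 39.5 TPM with KEAP1 KO CM/CDDO-Me, log2 fold changes of 4.00 (adjusted p = 3.3e-09) and 3.96 (adjusted p = 3.8e-09). Relative to vehicle in the same CM it rose by 2.98 (adjusted p = 1.8e-07) and 3.14 (adjusted p = 9.4e-08). The effect of CDDO-Me was larger than in media by 3.35 with WT CM (adjusted p = 9e-06) and by 3.51 with KEAP1 KO CM (adjusted p = 5.3e-06). The paper reports lower PD-L1 on tumor macrophages in mice given CDDO-Me, a different setting.

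The replicate 3 libraries of NRF2 KO/vehicle and NRF2 KO CM/CDDO-Me had 15702 and 16299 genes listed above 0, against 17817 to 18993 in the other 22. Their mitochondrial TPM were 98700 and 47397, against 15441 to 33230. Without NRF2 KO CM/vehicle replicate 3, 1 gene passed between NRF2 KO/vehicle and media/vehicle BMDMs, as with it. Without both NRF2 KO CM libraries of replicate 1, 2 or 3, fits of the same size, 2, 0 and 0 genes passed and 3811, 3904 and 794 had an unadjusted p under 0.05. Without replicate 1 or 2, the low-detection library is 1 of the 2 left in its group and can drive the unadjusted count. Without replicate 3, which takes out both low-detection libraries, 0 genes passed and only 794 had an unadjusted p under 0.05. The count did not rise, which argues against these libraries having hidden genes in this comparison, although only 2 libraries were left in the group. In comparisons of other groups, leaving both low-detection libraries out of the shared fit raised 10 of 11 counts by more than 1.5 times. The mean r across genes between same-numbered libraries of NRF2 KO CM with CDDO-Me and vehicle was 0.60.

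With the fibroblast marker mean as a covariate, 0 genes passed between KEAP1 KO/vehicle and WT/vehicle BMDMs, where the replicate block gave 50. The covariate differs between the groups and takes up part of any difference between them, so this cannot tell whether the markers stand in for the block. Across the 24 libraries, as deviations from group means, the fibroblast marker mean had a Pearson r of 0.45 with Il6 (permutation p = 0.2), 0.43 with Cxcl5 (permutation p = 0.15) and -0.13 with Arg1 (permutation p = 0.65). Spearman's rho was 0.26, 0.24 and -0.07 (permutation p = 0.35, 0.39 and 0.78). The 3 relations were adjusted together, to 0.31, 0.31 and 0.65 for Pearson's r, and without the 2 libraries farthest from the median r was 0.39, 0.30 and -0.26. None of the relations was past the threshold.

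The mean log2 level of the cell cycle genes was 4.29 ± 0.16 (SD, n = 3) in media/vehicle, 4.53 ± 0.25 in WT/vehicle and 4.90 ± 0.23 in KEAP1 KO/vehicle BMDMs. With CDDO-Me it was 3.54 ± 0.08 in media, 2.71 ± 0.21 with WT CM, 2.97 ± 0.13 with KEAP1 KO CM and 3.38 ± 0.31 with NRF2 KO CM. The fibroblast markers were at 6.19 ± 0.36 in media/vehicle and at 5.03 ± 0.55 and 5.38 ± 0.89 with WT and KEAP1 KO CM/CDDO-Me.

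Il13 was listed at no more than 0.128 TPM in all libraries. Ifna16 was listed at 0 except at 0.0431 TPM in NRF2 KO/vehicle replicate 2 and 0.174 TPM in media/CDDO-Me replicate 2.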
